# Global gene expression profiles of canine macrophages and canine mammary cancer cells grown as a co-culture *in vitro*

**DOI:** 10.1186/1746-6148-8-16

**Published:** 2012-02-21

**Authors:** Magdalena Król, Karol M Pawłowski, Kinga Majchrzak, Małgorzata Gajewska, Alicja Majewska, Tomasz Motyl

## Abstract

**Background:**

Solid tumours comprise various cells, including cancer cells, resident stromal cells, migratory haemopoietic cells and other. These cells regulate tumour growth and metastasis. Macrophages constitute probably the most important element of all interactions within the tumour microenvironment. However, the molecular mechanism, that guides tumour environment, still remains unknown. Exploring the underlying molecular mechanisms that orchestrate these phenomena has been the aim of our study.

A co-culture of canine mammary cancer cells and macrophages was established and maintained for 72 hrs. Having sorted the cells, gene expression in cancer cells and macrophages, using DNA microarrays, was examined. The results were confirmed using real-time qPCR and confocal microscopy. Moreover, their ability for migration and invasion has been assessed.

**Results:**

Microarray analysis showed that the up-regulated genes in the cancer cell lines are involved in 15 highly over-manifested pathways. The pathways that drew our diligent attention included: the inflammation pathway mediated by chemokine and cytokine, the Toll receptor signalling pathway and the B cell activation. The up-regulated genes in the macrophages were involved in only 18 significantly over-manifested pathways: the angiogenesis, the p53 pathway feedback loops2 and the Wnt signalling pathway. The microarray analysis revealed that co-culturing of cancer cells with macrophages initiated the myeloid-specific antigen expression in cancer cells, as well as cytokine/chemokine genes expression. This finding was confirmed at mRNA and protein level. Moreover, we showed that macrophages increase cancer migration and invasion.

**Conclusions:**

The presence of macrophages in the cancer environment induces acquisition of the macrophage phenotype (specific antigens and chemokines/cytokines expression) in cancer cells. We presumed that cancer cells also acquire other myeloid features, such as: capabilities of cell rolling, spreading, migration and matrix invasion (what has also been confirmed by our results). It may, perhaps, be the result of myeloid-cancer cell hybrid formation, or cancer cells mimicking macrophages phenotype, owing to various proteins secreted by macrophages.

## Background

Solid tumours comprise cancer cells, resident stromal cells, and migratory haemopoietic cells. Intricate interactions between the cell types regulate tumour growth, progression, metastasis, and angiogenesis. Macrophages are an important element of these microenvironment interactions [1]. They may represent either M1 or M2 phenotype. The classical activation by microbial products is that of the M1 phenotype (also thought to have anti-tumour properties), whereas alternative activation (caused by cancer cells) drives macrophages conversion toward the M2 phenotype. Cancer cells are known to release various chemoattractants which recruit macrophages to colonize the tumour site [2]. On the other hand, counter-activated tumour-associated macrophages (TAMs) produce chemokines, cytokines, growth and angiogenic factors [1,3], thus they actively contribute to tumour progression and their transition to malignancy. Exploring the underlying molecular mechanisms of this phenomenon seems to be utterly important. Therefore, to view and explain the molecular interactions between the cancer cells and TAMs, we established an *in vitro *co-culture and conducted a global gene expression analysis using DNA microarrays of macrophages and cancer cells. Neither there is an abundance of microarray data on the global gene expression in TAMs [2,4,5] available, nor there is much information on the changes of cancer cells and their gene expression whilst cultured with macrophages.

The findings confirm that cancer cells under co-culture conditions acquired the macrophage-specific antigen expression. It could as well be indicative of these cells also having other phenotypic characteristics of macrophages, such as: capabilities of cell rolling, spreading, diapedesis, or migration, that allow the metastasis process. Our *in vitro *studies confirmed that macrophages enhance tumour migration and invasion.

## Methods

### Cell lines

The cell lines used for the study have previously been used in other published research [6-9]. Two canine mammary adenocarcinoma cell lines (CMT-W1, CMT-W2), anaplastic cancer cell line (P114), simple carcinoma cell line (CMT-U27) and spindle-cell mammary tumor cell line (CMT-U309) were examined. CMT-W1 and CMT-W2 cell lines were kindly donated by Prof. Dr. Maciej Ugorski and Dr. Joanna Polanska from Wroclaw University (Poland), CMT-U27 cell line was kindly donated by Dr. Eva Hellmen from Swedish Agricultural University (Sweden) and P114 cell line was kindly donated by Dr. Gerard Rutteman from Utrecht University (The Netherlands).

Cells were cultured under optimal conditions: a medium RPMI-1640 enriched with 10% (v/v) heat-inactivated fetal bovine serum (FBS), penicillin-streptomycin (50 iU mL-1), and fungizone (2.5 mg mL-1) (reagents obtained from Sigma Aldrich, USA), in an atmosphere of 5% CO2 and 95% humidified air at 37°C, and routinely subcultured every other day.

### Canine blood mononuclear cell separation

The anticoagulated whole blood from healthy dogs (patients of the Department of Small Animal Diseases with Clinic, Faculty of Veterinary Medicine, Warsaw University of Life Sciences, Poland) was collected for routine diagnostic purposes (in that case the ethical committee permission is not required). The remaining volume of the blood samples was taken to our analyses (with the written permission of the dog's owners) and immediately subjected to a mononuclear cell separation using Accuspin System-Histopaque 1077 (Sigma Aldrich, USA) according to the manufacturer's protocol. The blood specimen was placed on a porous high-density polyethylene barrier, separating lower chamber containing the Histopaque-1077 solution, in a sterile centrifuge tube. The tube was centrifuged at 800 × *g *for 30 min at room temperature. On centrifugation, erythrocytes and granulocytes descend through the frit to pellet below the Histopaque-1077. Lymphocytes and monocytes remained above the frit on the plasma-Histopaque-1077 interface. This layer of cells was aseptically removed with a pipette and transferred to a sterile 15-ml centrifuge tube. Then, the cells were washed with PBS once and subjected to further procedures.

### Monocyte sorting and culturing

The isolated mononuclear blood cells were incubated for an hour at room temperature with mouse monoclonal anti-CD64 FITC-conjugated (Becton Dickinson, USA) antibodies (specific for monocytes/macrophages and minimally specific for granulocytes) applied in a volume recommended by the manufacturer of 20 μl per 10^6 ^cells suspended in 100 μl. The leukocytes were analyzed using FACS Aria II (Becton Dickinson, USA). The monocytes were at first identified and gated based on the morphological criteria (SSC v/s FSC cytogram) as an intermediate in size (FSC) and with an intricate nuclear configuration (intermediate SSC) cells (Figure 1A). The cytogram showed that most of the granulocytes were eliminated during the mononuclear cells isolation. Then, the CD64-positive cells were gated (Figure 1B) and specificity of staining was checked, showing only the CD64-positive cells on the cytogram (Figure 1C).

**Figure 1:**
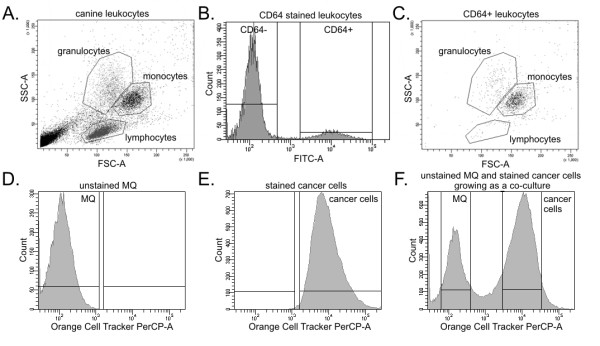
**FACS mononuclear blood cells and co-culture analysis and sorting**. Cytograms and histograms obtained using FACS Aria II (Becton Dickinson, USA). (**A**) The cytogram of mononuclear cells obtained from canine blood after the Accuspin System-Histopaque 1077 centrifugation. The monocytes were gated based on the morphological criteria (SSC v/s FSC cytogram). (**B**) Histogram of CD64 stained leukocytes: CD64 negative (CD64-) leukocytes showed low FITC signal, whereas CD64 positive (CD64+) leukocytes showed high FITC signal. (**C**) The cytogram of CD64-positive cells showing antibodies specificity to monocytes. (**D**) Histogram of the fluorescence intensity of unstained macrophages grown as a single culture. (**E**) Histogram of the fluorescence intensity of CMTMR-stained cancer cells grown as the single culture. (**F**) Histogram and sorting gates of unstained macrophages and CMTMR-stained cancer cells grown as a co-culture for 72 hrs.

The CD64-positive monocytes were then separated and grown as a co-culture with cancer cells, as well as a mono-culture. The culturing conditions were the same as those for cancer cells. According to the subject data, culturing of monocytes for 72 hrs is sufficient for their differentiation towards macrophages [10,11].

### Co-culture

In this model, cancer cells (CMT-W1, CMT-W2, CMT-U27, CMT-U309, P114) were grown on separated flasks, and sorted monocytes were then layered on the top of each cell line. An Orange CellTracker fluorescent dye CMTMR (Invitrogen, USA) was used to stain the cancer cells population before the sorted monocyte population was added. Staining was accomplished by incubation in serum/antibiotics-free RPMI medium containing 5 μM CMTMR (10 mM stock in DMSO; Sigma Aldrich, USA) for 45 min at 37°C. Subsequently, the medium was aspirated, and the cancer cells were washed twice with PBS and incubated with complete RPMI for 1 hr. Sorted monocytes were placed on the CMTMR-stained cancer cells.

The co-culture was maintained for at least 72 h. Then, the co-cultured cells were harvested by trypsynization and sorted using FACS Aria II (Becton Dickinson, USA) into two tubes: unstained macrophages and stained cancer cells (Figures 1D, E, F and 2).

**Figure 2:**
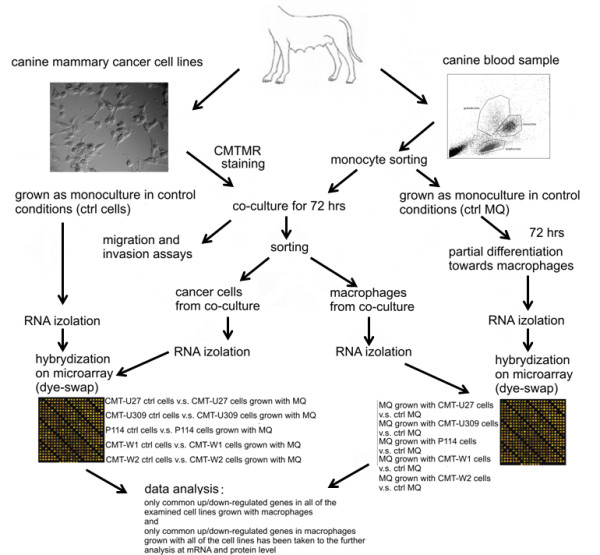
**Plan of the experiments**. The scheme of the experiments conducted within hereby study.

### RNA isolation, validation, amplification, reverse transcription, labeling and hybridization

The sorted macrophages and cancer cells grown as the co-culture were centrifuged (2500 rpm for 5 min) in separated tubes, whereas cancer cells and macrophages grown as mono-cultures were washed with PBS and next scraped and centrifuged (2500 rpm for 5 min) in separated tubes. The total RNA from the samples was isolated using a Total RNA kit (A&A Biotechnology, Poland) according to the manufacturer's protocol. Isolated RNA samples were dissolved in RNase-free water. The quantity of RNA was measured using NanoDrop (NanoDrop Technologies, USA). The samples with adequate amounts of RNA were treated with DNaseI to eliminate a possibility of DNA contamination. The samples were subsequently purified using RNeasy MiniElute Cleanup Kit (Qiagen, Germany). Finally RNA samples were analyzed using BioAnalyzer (Agilent, USA) to measure the final RNA quality and integrity.

The Quick Amp Labeling Kit (Agilent, USA) was used to amplify and label target RNA to generate complementary RNA (cRNA) for oligo microarrays used in gene expression profiling and other downstream analyses. The gene expression of each cancer cell line, grown under co-culture conditions with macrophages, was compared against the gene expression of the same cancer cell line grown as a mono-culture (gene expression in CMT-U27 cell line grown as a co-culture with macrophages was compared to gene expression in CMT-U27 cell line grown as a mono-culture; gene expression in CMT-U309 cell line grown as a co-culture with macrophages was compared to gene expression in CMT-U309 cell line grown as a mono-culture; gene expression in P114 cell line grown as a co-culture with macrophages was compared to gene expression in P114 cell line grown as a mono-culture; gene expression in CMT-W1 cell line grown as a co-culture with macrophages was compared to gene expression in CMT-W1 cell line grown as a mono-culture; gene expression in CMT-W2 cell line grown as a co-culture with macrophages was compared to gene expression in CMT-W2 cell line grown as a mono-culture). The gene expression of macrophages grown as a co-culture with cancer cell lines was compared against the gene expression of macrophages grown as the mono-culture. Each sample was examined in a dye-swap to eliminate the effect of label factor. Thus, each biological condition was labelled once by Cy3 and once by Cy5. Taking the average of two labelled arrays, the dye effect on any particular gene was cancelled. The hybridization was performed with canine-specific AMADID Release GE 4 × 44 K microarrays (Agilent, USA) using Gene Expression Hybridization Kit (Agilent, USA) according to the manufacturer's protocol.

### Signal detection, quantification and analysis

Acquisition and analysis of hybridization intensities were performed using DNA microarray scanner (Agilent, USA). Then, the results were extracted using Agilent's Feature Extraction Software with normalization and robust statistical analyses. Results were analyzed for statistical purposes using Feature Extraction and Gene Spring software (Agilent, USA). The unpaired *t*-test with Benjamin-Hochberg FDR < 5% (false discovery rate) correction was applied (with p value cut-off < 0.01). For further analysis we hierarchically clustered the genes and chose only those with values within upper and lower cut-off (100.00 and 20.00, respectively) in each of the slide. We analyzed only genes that were regulated in all the examined samples within the group (that is: in all the cell lines grown with macrophages and in all the macrophages samples grown with cell lines) whose expression changed at least 3-fold in each of examined slide. In this experimental model we examined each of the sample in duplicate (dye-swap), whereas significant genes were chosen from five biological repetitions (five various cell lines). The area of the analyses covered in this publication has been deposited in NCBI's Gene Expression Omnibus and is accessible via GEO Series accession number GSE29339.

Gene function was identified using the PANTHER pathway analysis software [12] and Pathway Studio software (Agilent, USA). PANTHER on-line platform allowed for wide analysis of the *Canis familiaris *regulated genes and also for statistical analysis of number of regulated genes involved in specific pathways or biological functions compared to the normal healthy cell of this specie.

### Real-time qPCR

The mRNA sequences of the key genes were obtained from NCBI database. Primers were designed using PRIMER3 software (free on-line access) and checked using Oligo Calculator (free on-line access) and Primer-Blast (NCBI database). Primers' sequences are listed in Table 1. *HPRT *and *RPS19 *genes were used as non-regulated, reference genes for normalization of target gene expression [13,14]. Quantitative RT-PCR was performed using fluorogenic Lightcycler Fast Strand DNA Sybr Green (Roche) and the Light Cycler (Roche). The results were analyzed using comparative Ct method [15]. Relative transcript abundance of the gene equals ΔCt values (ΔCt = Ct^reference ^-Ct^target^). Relative changes in transcript are expressed as ΔΔCt values (ΔΔCt = ΔCt^control conditions^-ΔCt^co-culture conditions^). The experiment was conducted in triplicates.

**Table 1:** Primers used for real-time qPCR

Gene symbol	Forward primer	Reverse primer	Optimum annealing temp. (°C)	Optimum annealing time (sec)
*CCL2*	CTCCAGTCACCTGCTGCTAT	CACAGCTTCTTTGGGACACT	60	4

*CCL3*	CCAGGTCTTCTCACCATTTG	AGATAATACCGGGCTTGGAG	60	5

*CD163*	ATGTCCAGTGTCCAAAAGGA	CATGTGATCCAGGTCTCCTC	61	6

*CSF1R*	TGCAGTTTGGGAAGACTCTC	TGTGGACTTCAGCATCTTCA	60	4

*HIF1*	GATTGCAGCTCCATCTCCTA	TCCTTTTCCTGCTCTGTTTG	58	5

*IL18*	GATATGCCCGATTCTGACTG	GCCTGGAACACTTCTCTGAA	60	9

*MMP9*	CGACTACGACCAGGACAAAC	AAGCCCCACTTCTTGTCTCT	61	8

*VEGF-C*	CAGCAACACTACCACAGTGC	CTCCAGAATTTGAGGCAAAA	61	5

*Wnt7b*	GCGGAGGGCTGTGTATAAGA	GTCCCCTACTTTGCGGAACT	59	5

*HPRT*	AGCTTGCTGGTGAAAAGGAC	TTATAGTCAAGGGCATATCC	59	6

*RPS19*	CCTTCCTCAAAAAGTCTGGG	GTTCTCATCGTAGGGAGCAAG	61	10

Primers sequences used in this study and their annealing optimal temperature and time. The mRNA sequences of key genes were obtained from NCBI database. Primers were designed using PRIMER3 software (free on-line access) and checked using Oligo Calculator (free on-line access) and Primer-Blast (NCBI database). Primers sequences are listed in Table 1. *HPRT *and *RPS19 *genes were used as non-regulated reference genes for normalization of target gene expression [3,9]

### Immunohistochemistry (IHC)

The cells were cultured on Lab-Tek (Nunc Inc., USA) 4-chamber culture slides and were fixed with ethanol after 24 hrs.

The samples were incubated in the Peroxidase Blocking Reagent (Dako, Denmark) for 10 min at room temperature prior to the antibody incubation. After 30 min incubation in 5% bovine serum albumin (Sigma Aldrich, Germany), the rabbit polyclonal MCSF Receptor (other designations: MCSF-R or CSF-1R) obtained from Abcam (United Kingdom) primary antibodies were used (diluted in 1% bovine serum). According to the manufacturer's instructions the slides were incubated with antibodies at +4°C overnight. For the staining the EnVision kit (Labelled Polymers consist of secondary anti-rabbit antibodies conjugated with the HRP enzyme complex obtained from Dako) was used. To develop the coloured product, the 3,3'-Diaminobenzidine (DAB) substrate was used (Dako, Denmark). Finally, the haematoxylin was used for nuclei counterstaining.

Each slide was photographed 10 times using Olympus microscopy BX60. The colorimetric intensity of the CSF-1R expression reflected as IHC-stained antigen spots (brown colour) were counted by a computer-assisted image analyzer (Olympus Microimage™ Image Analysis, software version 4.0 for Windows, USA). The antigen spot colour intensity is expressed as a mean pixel optical density on a 1-256 scale.

### Confocal microscopy

The co-culture of cancer cells with macrophages was conducted as described above. The cancer cells grown as mono-culture and as a co-cultures were stained using Orange CellTracker fluorescent dye CMTMR, as described above. Cancer cells and macrophages grown as mono-cultures, as well as the co-culture were fixed with 70% ethanol (10 min) and washed three times in PBS. Cells were permeabilized with 0.5% Triton X-100/PBS (10 min), washed with PBS twice and incubated for 1 hr at room temperature with: mouse monoclonal anti-CD64 FITC-conjugated (Becton Dickinson, USA) antibodies (20 ul per 10^6 ^cells) and mouse monoclonal anti-CD14 FITC-conjugated (LifeSpan Biosciences, USA) antibodies (10 ul per 10^6 ^cells) according to the manufacturer's instructions. The cells were then washed three times with PBS and the coverslips were mounted on microscope slides using ICN mounting medium.

The cell imaging was performed by confocal laser scanning microscope FV-500 system (Olympus Optical Co, Germany). The combination of excitation/emission were: Argon 488 nm laser with 505-525 nm filter for FITC and HeNe 543 nm laser with 610 nm filter for CMTMR staining. The pictures were gathered separately for each fluorescence channel. The cells were examined using the Fluoview program (Olympus Optical Co., Germany).

### Wound-healing assay

To assess the ability to migration of cancer cells grown as a co-culture with macrophages, we applied a wound-healing test. The cancer cells (grown as the co-culture with macrophages and normal control cells) were separately seeded in multi-well plates and then (after 24 hrs when the cells were confluent), using a pipette tip (100 ul) a straight scratch has been made, simulating a wound. The images were captured at the beginning and at regular intervals (after 2, 4 and 6 hrs) during cell migration to close the wound. The images then were compared to quantify migration rate of the cells. This method is particularly suitable for studies of cell-cell interaction on cell migration [16]. The pictures has been analyzed using a computer-assisted image analyzer (Olympus Microimage™ Image Analysis, software version 4.0 for Windows, USA).

### Invasion assay

BD BioCoat Matrigel™ invasion chambers (BD Biosciences, USA) pre-coated with BD Matrigel matrix were used according to the manufacturer's protocol. The assay insert plates were prepared by rehydrating the BD Matrigel Matrix coating with phosphate buffered saline for two hrs at 37°C. The rehydration solution was carefully removed, 2.5 × 10^5 ^of control cancer cells or cancer cells grown as co-culture with macrophages (at the ratio of 10:1) was added to each apical chamber and 0.75 ml RPMI-1640 containing chemoattractant (10% FBS) was added to the basal chamber. Uncoated insert plates, included as invasion controls, were used without rehydration. Assay plates were incubated for 22 hrs at standard culturing conditions. 2.5 μg/ml Calcein AM were added to 20 μl DMSO and then, 10 μl was transferred to 12 ml Hanks Buffered Saline Dispense. 0.5 ml Calcein solution was then transferred into each well of 24-well plate. The medium from insert was removed and multiwell inserts were transferred to the plate containing 0.5 ml/well calcein. Plates were incubated an hour at standard culture conditions. The fluorescence of invaded cells was measured with excitation wave length 485 nm and emission wave length Em 530 nm using Tecan Infinite 200 Reader (Tecan, Switzerland).

### 3D culture

Cancer cells were treated with trypsin and resuspended in culture medium. 35 mm culture plates (Corning Inc., USA) were coated with 100 μl of growth factor reduced Matrigel (BD Biosciences, USA) and left to solidify for 30 min. at 37°C. The cells were then plated at a concentration of 10^4 ^cells/ml. The growth of cells on Matrigel was observed every day under phase-contrast microscope.

### Statistical analysis

The analysis for statistical purposes was conducted using Prism version 5.00 software (GraphPad Software, USA). The two-way ANOVA, ANOVA + Tukey HSD (Honestly Significant Difference) post-hoc test and *t*-test were applied. The p-value < 0.05 was regarded as significant whereas p-value < 0.01 and p-value < 0.001 as highly significant.

## Results

### Sorting of the co-cultured cells

Flow cytometry had easily distinguished the CMTMR-stained cells from the unstained macrophages (Figure 1D, E) and allowed a further proper sorting of each population (Figure 1F). The co-culture was maintained for at least 72 h. The differential staining prolonged for such period of time (Figure 1E, F and see also confocal microscopy results) showed no detrimental effect on proliferation and plating efficiency. The fluorescence intensity of the stained cancer cells after the 3-days co-culture with macrophages was the same as that of the control cancer cells grown as a mono-culture (Figure 1E, F; see also confocal microscopy results). Similar culture conditions had previously been described [17].

Our FACS sorting isolated a 97-99% pure population on postsort, with a positive result comparable to other reported data available [5]. Sorting purity was also assessed using fluorescence microscopy (showing no stained cells in macrophages tube and no unstained cells in cancers tube).

### Monocyte differentiation

The morphological assessment of the monocytes culture (obtained from the sorted CD64-positive monocytes) using confocal microscopy confirmed that after the 72 hrs they were partially differentiated into macrophages (Figure 3) despite no stimulation with growth factors. These results are consistent with the data available on the subject, showing that the 3-day monocyte culturing leads to their partial differentiation toward the macrophages phenotype [10,11]. The colonies were stained using anti-CD14, and anti-CD64 antibodies (Figure 3). Analysis of stained cells and image contrast obtained with Nomarski Interference Contrast (representative pictures are shown at Figure 3) showed that all the macrophages expressed CD14 antigen as well as CD64 what can also confirm monocyte differentiation towards macrophages [18].

**Figure 3:**
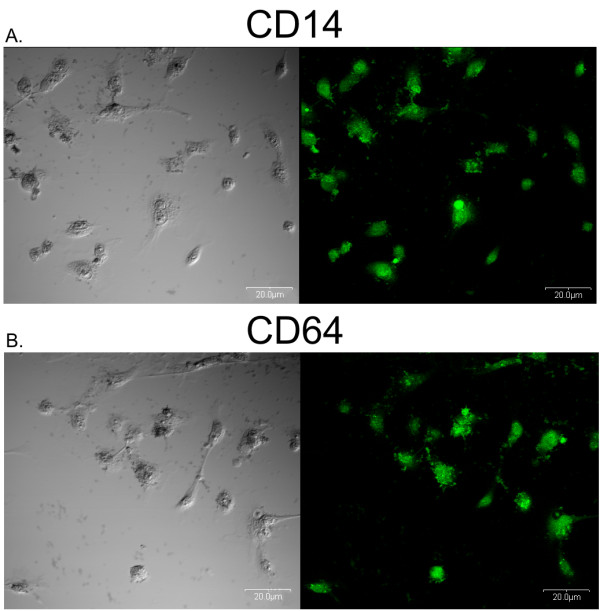
**Monocytes differentiation toward macrophages after 72 hrs of culture**. The pictures of CD64-positive monocytes sorted from mononuclear blood cells and cultured for 72 hrs showing their partial differentiation toward macrophages. (**A**) Macrophages grown as a mono-culture were stained using anti-CD64 FITC-conjugated antibodies (Becton Dickinson, USA). (**B**) Macrophages grown as a mono-culture were stained using anti-CD14 FITC-conjugated antibodies (LifeSpan Biosciences, USA). Cells were pictured by confocal laser scanning microscope FV-500 system (Olympus Optical Co, Germany). The cells were examined using the Fluoview program (Olympus Optical Co., Germany).

### Global gene expression analysis

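Gene expression was measured on 20 two-colour Agilent canine arrays, 10 for the cancer cells and 10 for the macrophages. Each array carried RNA of the co-cultured cells in one dye and of the same cells grown as a mono-culture in the other, after 72 h of culture. The 5 cancer lines were CMT-U27 (simple carcinoma), CMT-U309 (spindle-cell tumour), P114 (anaplastic cancer), CMT-W1 and CMT-W2 (adenocarcinomas). For every co-culture the cancer cells and the macrophages sorted from it were hybridised in 2 arrays with the dyes exchanged, which makes 10 dye-swap pairs. The sample labels call the arrays of a pair biological replicates, while the paper describes them as a dye-swap and takes the 5 lines as the biological repetitions. A pair was therefore counted as 1 replicate, with n = 5 for each cell type. The number of separate macrophage mono-cultures is not stated in the paper's text, so the errors can leave out part of the spread of that culture.

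The authors extracted the spots with Agilent's Feature Extraction software, which corrects the background, normalizes the dyes within each array and gives a log10 ratio of Cy5 over Cy3. Each ratio was turned to co-culture over mono-culture, put on the log2 scale and averaged over the dye-swap pair. Spots with an outlier mark were left out, which removed 9870 spots of the CMT-U309 cancer cell array with the co-culture in Cy5, 1438 on an array of CMT-W2, and between 6 and 110 on each of the other arrays. A gene was represented by its brightest probe and was tested where it was well above background on both arrays of at least 3 of the 5 co-cultures, in either culture. Of 43603 distinct probes, 1648 had a gene symbol, for 1045 symbols. On the cancer cell arrays the co-culture channel was well above background for 51.0% to 96.3% of spots (median 66.5%), and on the macrophage arrays for 54.5% to 74.7% (median 66.5%). The number of arrays limits the precision.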

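Across genes, the log2 ratios of the 2 arrays of a dye-swap pair, turned the same way, had a Pearson correlation of 0.71 to 0.92 in the cancer cells (median 0.87) and of 0.89 to 0.95 in the macrophages (median 0.94). Between arrays of different co-cultures it was 0.18 to 0.73 (median 0.47) in the cancer cells and 0.50 to 0.82 (median 0.67) in the macrophages. Genes are not independent replicates, so no p is given. All 10 pairs were nearest neighbours and were joined first in hierarchical clustering. The lowest value, 0.71, belonged to CMT-W1, whose arrays had the lowest signal. Without a filter on dim probes, the median over the 10 pairs was 0.83 in place of 0.92.

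**Figure D1:**
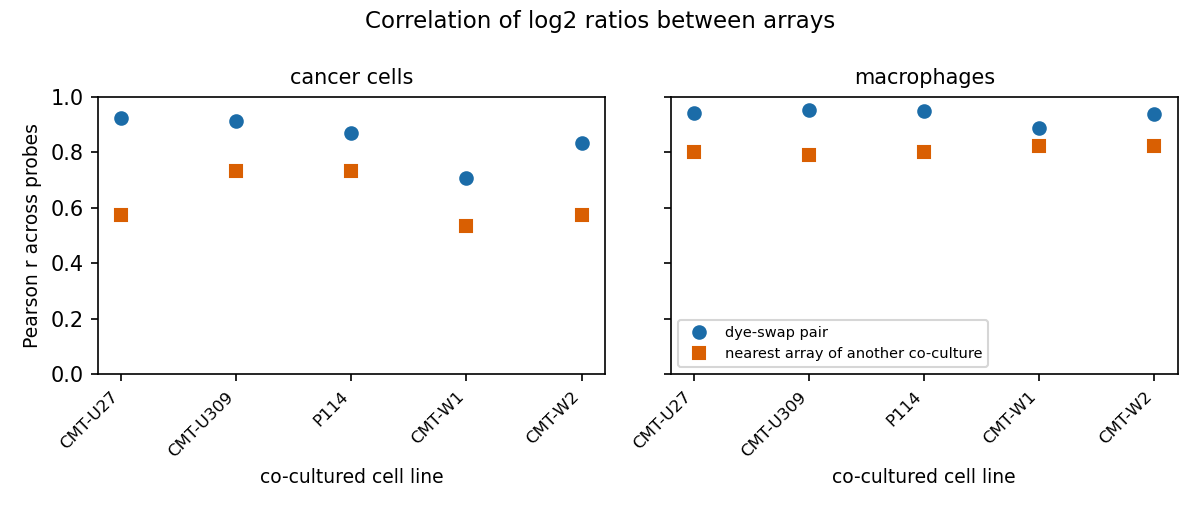
Pearson correlation across probes of the log2 ratios of 2 arrays, for the 5 co-cultures of cancer cells (left) and of macrophages (right). Circles are the dye-swap pairs and squares the most similar array of another co-culture. Every circle lies above its square, the closest in macrophages with CMT-W1 (0.89 and 0.82).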

The Gene Spring (Agilent, USA) hierarchical clustering depicted similar gene expression in each of the dye-swap experiments (Figure 4) what indicates that all microarray samples were successfully labelled, hybridized, scanned and that they are highly reproducible. The unpaired *t*-test with Benjamin-Hochberg FDR < 5% (false discovery rate) correction (with p value cut-off < 0.01) and further PANTHER analysis revealed 43 up-regulated and 4 down-regulated genes in cancer cells grown in co-culture with macrophages with values within upper and lower cut-off (100.00 and 20.00, respectively) in each of the slide (Table 2). Only the genes whose expression had changed at least 3-fold in each of the examined slide were chosen for further analyses. These up/down-regulated genes were common for each cell line examined individually, when compared with the same cell line grown as a mono-culture.

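In the co-cultured cancer cells 23539 genes were tested with limma against a log2 ratio of 0, with Benjamini-Hochberg adjustment. At an adjusted p under 0.05, 3109 genes had changed over the 5 lines, 1507 up and 1602 down. The study's criteria (adjusted p under 0.05, p under 0.01 and at least 3-fold the same way on each measured array) were met by 193 genes, 184 up and 9 down, of which 35 had a gene symbol, 34 up and 1 down. The methods' unpaired t-test was run here on the co-culture against the mono-culture levels of the same replicates. It moved the count of changed genes the most, to 7 after Benjamini-Hochberg adjustment, with 883 genes at an unadjusted p under 0.01. It ignores the pairing within arrays, so differences between the lines enter its error. The paper does not state on which values its test was run. With normexp background correction (offset 50) and loess the count was 58, of which 49 were up. Without P114 the count was 470.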

**Figure 4:**
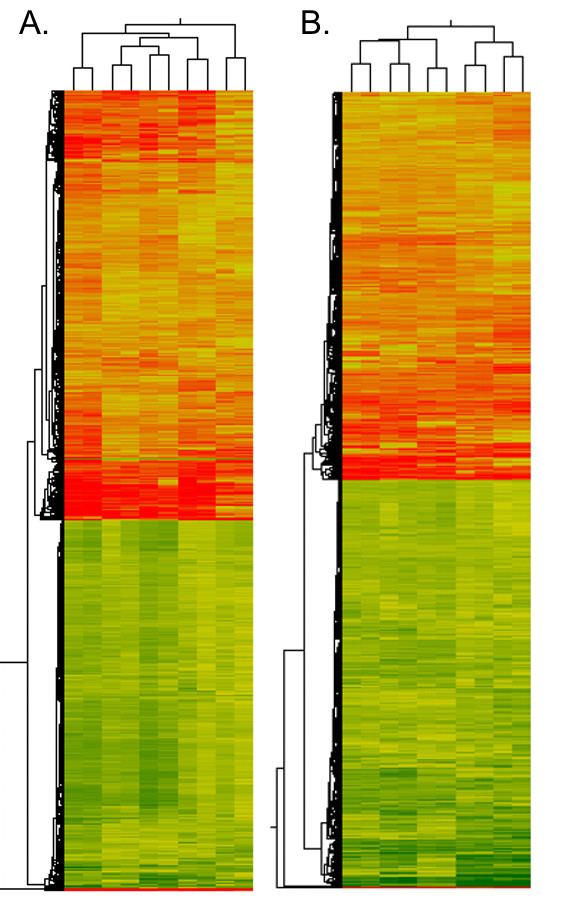
**Hierarchical clustering of gene expression in canine mammary cancer cell lines and macrophages grown as a co-culture**. Gene Spring (Agilent, USA) diagrams of gene expression clustering of (**A**) canine mammary cancer cell lines grown as a co-culture with macrophages and (**B**) macrophages grown as a co-culture with cancer cells in both microarray experiments (dye-swaps) shows highly repeatable results. Each row represents a single gene, and each column an experimental sample (from the left: at A. panel: CMT-U27, CMT-U309, P114, CMT-W1 and CMT-W2 cell lines grown with macrophages; at B. panel: macrophages grown with CMT-U27, CMT-U309, P114, CMT-W1 and CMT-W2 cell lines). In each sample, the ratio of the abundance of transcripts of each gene to the mean abundance of the gene's transcript, among all the samples is represented by the colour: green squares, transcript levels below the mean; red squares, transcript levels greater than the mean. Colour saturation reflects the magnitude of the ratio relative to the mean for each set of samples. Dendrogram represents similarities in the expression patterns between experimental samples.

**Table 2:** Up/down-regulated genes in canine mammary cancer cell lines grown as co-culture with macrophages

**No**.	Fold change	Gene symbol	Gene name
1	↑3.25	ANPEP	Aminopeptidase N

2	↑3.83	ATP6V0E1	V-type proton ATPase subunit e 1

3	↑4.98	C5AR1	C5a anaphylatoxin chemotactic receptor

4	↑4.86	CCL2	C-C motif chemokine 2

5	↑5.23	CCL3	C-C motif chemokine 3

6	↑4.28	CCL4	C-C motif chemokine 4

7	↑3.99	CCL5	C-C motif chemokine 5

8	↑3.91	CCL8	C-C motif chemokine 8

9	↑3.03	CCR1	CCR1

10	↑3.66	CCR5	C-C chemokine receptor type 5

11	↑4.47	CD163	Soluble CD163

12	↑3.55	CD40	Tumor necrosis factor receptor superfamily member 5

13	↑4.89	CD80	CD80

14	↑4.31	CD86	CD86

15	↑3.38	COX17	Cytochrome c oxidase copper chaperone

16	↑3.62	CSF2	Granulocyte-macrophage colony-stimulating factor

17	↑3.53	CSF3	Granulocyte colony-stimulating factor

18	↑3.68	CSF1R	Colony stimulating factor receptor 1

19	↑3.09	CTSC	Dipeptidyl-peptidase 1 light chain

20	↑5.06	CTSK	Cathepsin K

21	↑5.92	CTSS	Cathepsin S

22	↑3.5	CXCR7	C-X-C chemokine receptor type 7

23	↑3.26	DLA-64	DLA-64

24	↑3.26	EMR1	EMR1

25	↑3.31	FTH1	Ferritin heavy chain

26	↑3.1	FTL	Ferritin light chain

27	↑5.25	IL1A	Interleukin-1 alpha

28	↑5.07	IL1B	Interleukin-1 beta

29	↑3.45	IL6	Interleukin-6

30	↑5.6	IL8	Interleukin-8

31	↑3.09	MMP9	Matrix metalloproteinase-9

32	↑4.83	MX1	Interferon-induced GTP-binding protein Mx1

33	↑3.34	NPC2	Epididymal secretory protein E1

34	↑3.19	OOEP	Oocyte-expressed protein

35	↑3.6	PLA2G7	Platelet-activating factor acetylhydrolase

36	↑3.23	PSAP	Pulmonary surfactant-associated protein A

37	↑4.84	PSMB8	Proteasome subunit beta type-8

38	↑3.57	PSMB9	Proteasome subunit beta type

39	↑3.74	PTGES	Prostaglandin E synthase

40	↑3.35	SLAMF1	Signaling lymphocytic activation molecule

41	↑3.34	SYK	SYK

42	↑4.64	TLR2	Toll-like receptor 2

43	↑3.55	TLR4	TLR4

44	↓3.11	RXRB	Retinoic acid receptor RXR-beta

45	↓3.17	SLC5A3	Sodium/myo-inositol cotransporter

46	↓3.06	MSX2	Homeobox protein MSX-2

47	↓5.17	KRT13	Keratin 13

The list of up- (↑) and down- (↓) regulated genes in canine mammary cancer cell lines grown as co-culture with macrophages. 

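Of the 47 genes of Table 2, 41 were matched to a probe with that symbol. CSF3, CSF1R, PSAP, SYK, RXRB and KRT13 were not analysed here. All 41 changed in the direction listed, in each of the 5 lines, and all 41 passed an adjusted p of 0.05 from limma, both over all genes and adjusted over the list alone. The list was chosen on these arrays, so the last count is not independent evidence. The 3-fold criterion on every array together with the p thresholds was met by 22 of them and not by 19. Most listed fold changes are mean log2 ratios. With outlier spots kept, a choice made after seeing the data, 26 of the 41 lie within 0.015 of the mean log2 ratio over the 5 lines, 3 of these on another probe of the gene. CXCL8 had a log2 ratio of 7.67 ± 1.50 (SD, n = 5 lines, adjusted p = 0.000749). PTGS2, which is not in the table, had a log2 ratio of 7.17 ± 2.21 (adjusted p = 0.00344). CTSS rose by 5.92 ± 0.70 (adjusted p = 0.000355). Among the genes lowered in all 5 lines, SLC5A3 had a log2 ratio of -2.17 ± 0.64 (adjusted p = 0.00900) and MSX2 of -2.06 ± 0.72 (adjusted p = 0.013, and 0.0523 without P114). With normexp and loess, 17 of the 23 cancer cell genes named in the text no longer passed, with adjusted p from 0.0529 to 0.157, and all 23 had the same direction there.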

The unpaired *t*-test with Benjamin-Hochberg FDR < 5% (false discovery rate) correction (with p value cut-off < 0.01) (Gene Spring, Agilent, USA) and further PANTHER analysis were conducted

The unpaired *t*-test with Benjamin-Hochberg FDR < 5% (false discovery rate) correction (with p value cut-off < 0.01) and further PANTHER analysis revealed 30 up-regulated and 25 down-regulated genes in monocytes/macrophages grown as co-culture with cancer cells with values within upper and lower cut-off (100.00 and 20.00, respectively) in each of the slide (Table 3). Only the genes whose expression had changed at least 3-fold in each of examined slide were chosen for further analyses. These differentially expressed genes were common for macrophages grown with each cell line individually in comparison to macrophages grown as the mono-culture.

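In the co-cultured macrophages 23898 genes were tested in the same way, and 11941 had changed at an adjusted p under 0.05 from limma, 5142 up and 6799 down. The study's criteria were met by 1247 genes, 782 up and 465 down. Of those with a gene symbol, 30 were up and 24 down. Centring each array on its median log ratio after normexp moved the counts the most, to 6566 changed genes and 151 meeting the criteria. The methods' t-test gave 10748 changed genes after adjustment.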

**Table 3:** Up/down-regulated genes in macrophages grown as a co-culture with canine mammary cancer cells

No	Fold change	Gene symbol	Gene name
1	↑5.78	ABCC5	ABCC5

2	↑3.17	ANXA2	Annexin A2

3	↑3.22	ASPM	Abnormal spindle-like microcephaly-associated protein homolog

4	↑3.0	BGN	Biglycan

5	↑5.83	CAV1	Caveolin-1

6	↑4.04	CAV2	Caveolin-2

7	↑3.47	CCL20	CCL20

8	↑3.15	COL1A1	Collagen alpha-1(I) chain

9	↑4.51	CSF2	Granulocyte-macrophage colony-stimulating factor

10	↑4.28	CXCL10	C-X-C motif chemokine 10

11	↑4.06	EGFR	EGFR

12	↑4.66	FZD6	Frizzled-6

13	↑4.29	GATA6	GATA6

14	↑3.79	IL12A	Interleukin-12 subunit alpha

15	↑3.63	IL13RA2	Interleukin-13 receptor alpha-2 chain

16	↑5.39	MMP3	Stromelysin-1

17	↑4.58	MYC	Myc proto-oncogene protein

18	↑3.51	OAT	OAT

19	↑6.54	PFKM	6-phosphofructokinase, muscle type

20	↑3.86	PTPLA	Protein-tyrosine phosphatase-like member A

21	↑3.36	RAD51	DNA repair protein RAD51 homolog 1

22	↑4.86	RHPN2	Rhophilin-2

23	↑3.05	RPL23	60S ribosomal protein L23

24	↑3.1	RPS17	40S ribosomal protein S17

25	↑3.54	RPS18	40S ribosomal protein S18

26	↑4.87	UACA	Uveal autoantigen with coiled-coil domains and ankyrin repeats

27	↑5.11	Wnt5b	wingless-type MMTV integration site family member 5b

28	↑3.78	Wnt7a	wingless-type MMTV integration site family member 7a

29	↑4.51	Wnt7b	wingless-type MMTV integration site family member 7b

30	↑4.11	YES1	Proto-oncogene tyrosine-protein kinase Yes

31	↓3.63	ANPEP	Aminopeptidase N

32	↓3.27	APOE	Apolipoprotein E

33	↓5.73	C5AR1	C5a anaphylatoxin chemotactic receptor

34	↓5.24	CCL13	C-C motif chemokine 13

35	↓3.33	CCL2	C-C motif chemokine 2

36	↓3.36	CCR1	CCR1

37	↓3.73	CCR5	C-C chemokine receptor type 5

38	↓3.66	CD86	CD86

39	↓3.1	CTSK	Cathepsin K

40	↓3.08	CXCR7	C-X-C chemokine receptor type 7

41	↓3.84	DHDH	dehydrogenase

42	↓4.1	EDNRB	Endothelin B receptor

43	↓4.14	HTR7	HTR7

44	↓3.47	IL18	Interleukin-18

45	↓3.15	IL1B	Interleukin-1 beta

46	↓3.1	KCNJ2	Inward rectifier potassium channel 2

47	↓3.61	MMP9	Matrix metalloproteinase-9

48	↓4.72	MYH7	Myosin-7

49	↓4.19	OR04A01	olfactory receptor

50	↓3.64	PDPN	Podoplanin

51	↓3.04	SLC11A1	Natural resistance-associated macrophage protein 1

52	↓3.08	SLC46A2	Thymic stromal cotransporter homolog

53	↓4.09	SLC8A1	Sodium/calcium exchanger 1

54	↓3.15	TLR2	Toll-like receptor 2

55	↓3.11	TLR4	Toll-like receptor 4

The list of up- (↑) and down- (↓) regulated genes in macrophages grown as co-culture with canine mammary cancer cells. 

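Of the 55 genes of Table 3, 44 were matched. EGFR, GATA6, OAT, PFKM, WNT5B, WNT7A, WNT7B, APOE, HTR7, OR04A01 and SLC8A1 were not analysed here. All 44 had the listed direction in the mean over the co-cultures, and 36 had it in all 5. Of the 43 tested, 39 passed an adjusted p of 0.05 from limma over all genes and 40 adjusted over the list alone, a list that was chosen on these arrays, so that this count is not independent evidence. The 3-fold criterion with the p thresholds was met by 23. CCL2, IL1B, MMP9 and COL1A1 did not pass over all genes, and YES1 was below the filter. With outlier spots kept, the listed value lay within 0.015 of the mean log2 ratio for 35 of the 44, 6 of them on another probe.

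Of the matched genes of Table 3, CAV1 had the highest fitted log2 ratio at 5.83 ± 0.72 (SD, n = 5 co-cultures, adjusted p = 7.1e-05). Its rank over ABCC5 (5.77) is not secure, since in mono-culture CAV1 was well above background on 5 of 10 arrays and ABCC5 on none. Outside the table, SERPINH1 had 5.49 ± 0.82 on its brightest probe, while its other probes gave -0.71 and -0.01. MYC rose by 4.58 ± 0.58 and FZD6 by 2.64 ± 2.04, the latter in 4 of 5 co-cultures, while its other probe gave 4.66. The adjusted p of FZD6, 0.0158, was 0.0504 with normexp and loess, 0.0622 with median centring, 0.0517 without CMT-U309 and 0.0857 with 10 arrays and a dye term. In the mono-cultured macrophages ABCC5 and RHPN2 were not well above background on any of 10 arrays, and their levels in co-culture were at least 24.9-fold and at least 14.7-fold higher. Such a bound sets the co-culture mean against the lowest signal among probes well above background. The co-cultured macrophages stood near the mono-cultured cancer cells in ABCC5 (mean log2 level 10.39 against 9.79) and RHPN2 (9.58 against 9.48). They stood below them in CAV1 (12.28 against 14.21) and MYC (12.05 against 13.11). Cancer cell RNA in the sorted macrophages is therefore not excluded as a source of these rises. Among the lowered genes, CCL13 had a log2 ratio of -5.24 ± 1.26, and CD209, outside the table, of -4.93 ± 0.82. MYH7 had -4.72 ± 0.67 on the 1 of its 14 probes that passed the filter.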

The unpaired *t*-test with Benjamin-Hochberg FDR < 5% (false discovery rate) correction (with p value cut-off < 0.01) (Gene Spring, Agilent, USA) and further PANTHER analysis were conducted

### Over- representation of pathways in cells grown under co-culture conditions

The PANTHER binomial statistics tool allowed us to statistically determine over-manifestation of PANTHER pathways classification categories.

The 15 significantly over-manifested (p < 0.05) pathways were observed in cancer cells grown as a co-culture (Table 4). Most of the up-regulated genes in cancer cells lines were involved in the stimulation of 1. inflamation mediated by chemokine and cytokine signaling pathways, 2. 

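Of 13 chemokine ligands tested in the co-cultured cancer cells, 6 were called over all genes tested, all of them up. Adjusted over the list alone, 8 were called up and 1 down. The lowered gene, CCL28, had a log2 ratio of -2.09 in the 3 lines measured, and CCL17 had 0.01 (both named after their values were seen). The 9 ligands measured in all 5 lines had a mean log2 ratio of 4.00 (limma camera with a preset correlation, adjusted p = 9.93e-09 over 9 lists). CCL2 rose by 4.86 ± 0.60 (SD, n = 5 lines), CCL3 by 5.23 ± 0.71, CCL4 by 4.28 ± 0.69 and CCL5 by 3.99 ± 0.56, each on all 10 arrays by at least 3-fold. IL6 rose by 4.37 ± 1.54 and was well above background on 4 of the 10 arrays of mono-cultured cells. Interferon-stimulated genes (4 tested) had a mean of 2.92. The calls held under fry, which gave an adjusted p of 0.000415 for the chemokine ligands and 0.0102 for the interferon-stimulated genes, and did not hold with an estimated correlation (0.184 and 0.337). With median centring the interferon-stimulated genes did not pass (adjusted p = 0.0865), nor did IL6 (0.0647, and 0.0741 with normexp and loess).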

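Of 6 Toll-like receptors tested in the co-cultured cancer cells, 3 were called over all genes and 4 adjusted over the list alone, all of them up. The 5 measured in all 5 lines had a mean log2 ratio of 2.12 (camera, adjusted p = 0.0105). The adjusted p was 0.0102 under fry, 0.0796 with normexp and loess, 0.267 with median centring, 0.147 with the 20th percentile filter, 0.0521 without a filter on dim probes and 0.368 with an estimated correlation. TLR2 rose by 4.64 ± 1.51 (SD, n = 5 lines) and TLR4 by 3.55 ± 0.62. Both were raised in 5 of 5 lines. With normexp and loess the adjusted p of TLR2 was 0.0802 and of TLR4 0.053, and with median centring that of TLR2 was 0.0622.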

Toll receptor signalling pathway (7 genes, p = 9.44E-06), and 3. B cell activation (7 genes, p = 6.8E-05).

**Table 4:** Genes involved in over-manfested cellular pathways in canine mammary cancer cells grown as a co-culture with macrophages

Pathway	number of genes	P-value
Inflammation mediated by chemokine and cytokine signaling pathway	21	1.81E-11

Toll receptor signaling pathway	7	9.44E-06

B cell activation	7	6.80E-05

Purine metabolism	3	1.04E-04

T cell activation	8	1.60E-04

Acetate utilization	2	6.87E-04

Apoptosis signaling pathway	6	3.86E-03

Adenine and hypoxanthine salvage pathway	2	8.65E-03

Interleukin signaling pathway	6	8.68E-03

Plasminogen activating cascade	2	1.19E-02

5-Hydroxytryptamine degredation	2	2.19E-02

Lysine biosynthesis	1	2.48E-02

Salvage pyrimidine deoxyribonucleotides	1	3.69E-02

PDGF signaling pathway	5	3.99E-02

Methylcitrate cycle	1	4.89E-02

The list of over-manifested cellular PANTHER pathways in cancer cells grown as co-cultures with macrophages. The binomial test for each PANTHER pathway was used

Other important over-manifested pathways are apoptosis signaling pathway (6 genes, p = 3.86E-04), interleukin signaling pathway (6 genes, p = 8.86E-03) and PDGF signaling pathway (5 genes, p = 3.99E-02). The down-regulated genes in the cancer cells were not involved in any significantly over- manifested pathways.

The up-regulated genes in the macrophages were involved in 18 over-manifested pathways (Table 5): angiogenesis (13 genes, p = 1.17E-04), p53 pathway feedback loops2 (6 genes, p = 2.16E-04), Wnt signaling pathway (17 genes, p = 2.90E-04). Other important pathways are: inflammation mediated by chemokine and cytokine signaling pathway (12 genes, p = 0.09E-03) and FGF signaling pathway (6 genes, p = 4.05E-02).

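In the co-cultured macrophages the chemokine ligands went both ways, with a mean log2 ratio of 0.62 over 12 genes, 9 of them up (camera, adjusted p = 0.200). The 6 chemokine receptors had a mean of -1.65 (adjusted p = 0.0726 by camera and 0.00191 by fry). With CMT-W1 left out the ligands passed (mean 1.22, adjusted p = 0.0345), and the receptors passed without CMT-W1 (0.0489), without CMT-W2 (0.0488) and without a filter on dim probes (0.0486).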

**Table 5:** Genes involved in over-manifested cellular pathways in macrophages grown as a co-culture with canine mammary cancer cells

Pathway	number of genes	P-value
Angiogenesis	13	1.17E-04

p53 pathway feedback loops 2	6	2.16E-04

Wnt signaling pathway	17	2.90E-04

Alzheimer disease-presenilin pathway	9	1.04E-03

Cadherin signaling pathway	9	1.55E-03

p53 pathway	8	1.63E-03

Plasminogen activating cascade	3	2.84E-03

TGF-beta signaling pathway	8	5.07E-03

Inflammation mediated by chemokine and cytokine signaling pathway	12	9.09E-03

Arginine biosynthesis	2	1.29E-02

Alzheimer disease-amyloid secretase pathway	5	1.77E-02

Alpha adrenergic receptor signaling pathway	3	2.68E-02

Metabotropic glutamate receptor group I pathway	3	3.95E-02

FGF signaling pathway	6	4.05E-02

Succinate to proprionate conversion	1	4.16E-02

PLP biosynthesis	1	4.16E-02

Endothelin signaling pathway	5	4.29E-02

Muscarinic acetylcholine receptor 1 and 3 signaling pathway	4	4.67E-02

The list of over-manifested cellular PANTHER pathways in macrophages grown as co-cultures with canine mammary cancer cells. The binomial test for each PANTHER pathway was used

### Over-representation of genes involved in particular biological processes in cells grown under co-culture conditions

The PANTHER binomial statistics tool allowed us to statistically determine over-manifestation of PANTHER biological processes classification categories. The most important biological processes in cancer cells grown as a co-culture were: macrophage activation (21 genes, p = 6.24E-11), cell motion (28 genes, p = 7.49E-06), mammary gland development (5 genes, p = 2.17E-03), cell-cell adhesion (19 genes, p = 5.06E-03), angiogenesis (11 genes, p = 9.51E-03).

The most important biological processes in macrophages grown as a co-culture were cell-matrix adhesion (10 genes, p = 3.92E-03) and cell-cell adhesion (28 genes, p = 5.79E-03).

### The results were confirmed at mRNA level using real-time qPCR analysis

For the purposes of the microarray data validation, we have selected 9 genes that may play the most important role in cancer cells-macrophages interactions: CCL2, CCL3, CD163, CSF1R, HIF1, Il-18, MMP9, VEGF-C, and Wnt7b. Real-time qPCR results showed similar trends in gene expression modulations as were observed in microarray studies. The real-time qPCR confirmed the CCL2, CCL3, CD163, CSF1R, MMP9, HIF1, VEGF-C up-regulation in cancer cells grown as a co-culture with macrophages. 

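On the arrays, the cancer cell genes that were also measured by qPCR rose in 5 of 5 co-cultures: the log2 ratio of CCL2 was between 4.31 and 5.87, that of CCL3 between 4.18 and 6.00, that of CD163 between 2.11 and 7.28 and that of MMP9 between 2.12 and 3.92. These counts compare directions and not sizes. For CCL3 the paper's qPCR shows almost no change in CMT-U309 and a small rise in CMT-U27. The array log2 ratios there were 4.18 and 5.29. In the macrophages IL18 was lowered in 5 of 5 co-cultures, with log2 ratios of -2.13 to -0.81. CCL2 was lowered in 4 of 5, from -5.03 with CMT-W1 to 1.11 with CMT-U309, and its mean did not differ from 0 (limma, adjusted p = 0.117). The 4 include CMT-U27 at only -0.03, where the paper's qPCR gives a large decrease. With CMT-U309 the qPCR also gives a decrease. CSF1R, HIF1A, VEGFC and WNT7B were not analysed here.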

The analysis also confirmed down-regulation of CCL2, IL18, and up-regulation of Wnt7b genes in macrophages grown under co-culture conditions with cancer cells (Table 6).

**Table 6:** Fold change of genes randomly selected for confirmation of microarray results

	*Wnt7b*	*IL18*	*CCL2*	*CCL3*	*CD163*	*CSF1R*	*HIF1*	*MMP9*	*VEGF-C*
*MQ co-culture with CMT-U27 v.s. monoculture*	↑2.08	↓111.1	↓58.8						

*MQ co-culture with CMT-U309 v.s. monoculture*	↑2.27	↓1.5	↓9.1						

*MQ co-culture with P114 v.s. monoculture*	↑1.45	↓6.3	↓8.3						

*MQ co-culture with CMT-W1 v.s. monoculture*	↑6.67	↓142.9	↓22.7						

*MQ co-culture with CMT-W2 v.s. monoculture*	↑1.61	↓62.5	↓13.3						

*CMT-U27 co-culture with MQ v.s. monoculture*			↑407.3	↑1.93	↑58.08	↑229.9	↑9.1	↑711.6	↑28.1

*CMT-U309 co-culture with MQ v.s. monoculture*			↑1612.4	↑1.01	↑48.67	↑129.8	↑1.4	↑207.9	↑1.2

*P114 co-culture with MQ v.s. monoculture*			↑931.0	↑1269.46	↑17.99	↑64.1	↑1.7	↑71.3	↑1.9

*CMT-W1 co-culture with MQ v.s. monoculture*			↑333.8	↑101.13	↑11.87	↑9.3	↑3.0	↑209.8	↑7.7

*CMT-W2 co-culture with MQ v.s. monoculture*			↑109.9	↑51.09	↑31.25	↑8.3	↑5.0	↑147.3	↑30.4

Fold change of genes randomly selected for confirmation of microarray results in macrophages grown as a co-culture with canine mammary cancer cell lines (versus macrophages grown as a monoculture) and in canine mammary cancer cell lines grown as a co-culture with macrophages (versus canine mammary cancer cell lines grown as a monoculture)

### Confocal microscopy and IHC analysis revealed myeloid-lineages markers expression in cancer cells following the co-culturing with macrophages

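In the co-cultured cancer cells CD163 had a log2 ratio of 5.89 ± 2.18 (SD, n = 5 lines, adjusted p = 0.00736 from limma). FCGR1A, which encodes CD64, had 5.47 ± 0.85 (adjusted p = 0.000474) and C5AR1 had 4.98 ± 1.49 (adjusted p = 0.00354). CD80 rose by 5.31 ± 1.84 and CD86 by 4.31 ± 1.29. ADGRE1 rose by 3.26 ± 2.06, with 0.39 in CMT-W1, and its adjusted p of 0.0262 became 0.0584 to 0.0725 without CMT-U27, CMT-U309, P114 or CMT-W2. CD163 and C5AR1 were well above background on 4 of the 10 arrays of the mono-cultured cells, CD80 on 1 and CD86 on 8. With normexp and loess the adjusted p of CD163 was 0.0732, of FCGR1A 0.0530 and of CD80 0.0883, with log2 ratios of 3.27, 3.78 and 1.92. That of C5AR1 was 0.068, of CD86 0.053 and of ADGRE1 0.157. With median centring the adjusted p of CD163 was 0.0561, of CD80 0.0694, of C5AR1 0.056 and of ADGRE1 0.14. Macrophage-specific genes that the paper does not discuss were also raised in these sorted cells, with a median log2 ratio of 1.69 to 4.09 per line.

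**Figure D2:**
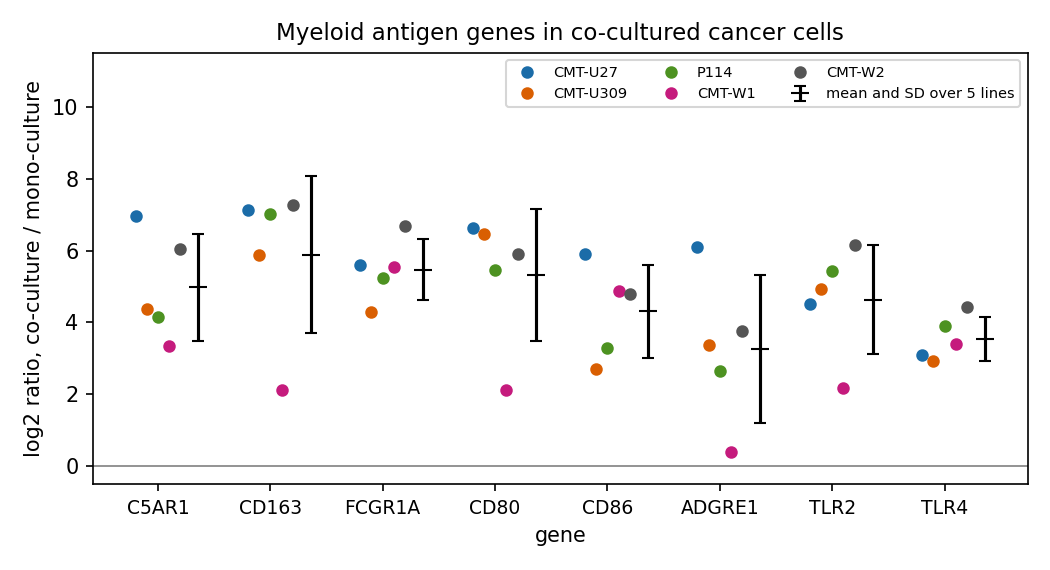
Log2 ratio of co-culture over mono-culture in the cancer cells for 8 genes, with 1 point for each of the 5 lines (mean of a dye-swap pair) and the mean with its SD. All points lie above 0, the lowest being ADGRE1 in CMT-W1 (0.39).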

The microarray analysis revealed that the co-culturing of cancer cells with macrophages initiated the myeloid-specific antigens expression in cancer cells. Thus, to confirm this data the confocal analysis was conducted. The expression of two monocytes/macrophages-specific antigens was assessed: CD14 and CD64. The cancer cells grown as mono-culture did not show expression of both antigens (Figure 5A, B left panel), whereas the strong expression of these two markers was detected when the cancer cells were co-cultured with macrophages (Figure 5A, B right panel). The confocal observations also showed that macrophages co-exist closely with the cancer cells, even forming cell fusions.

**Figure 5:**
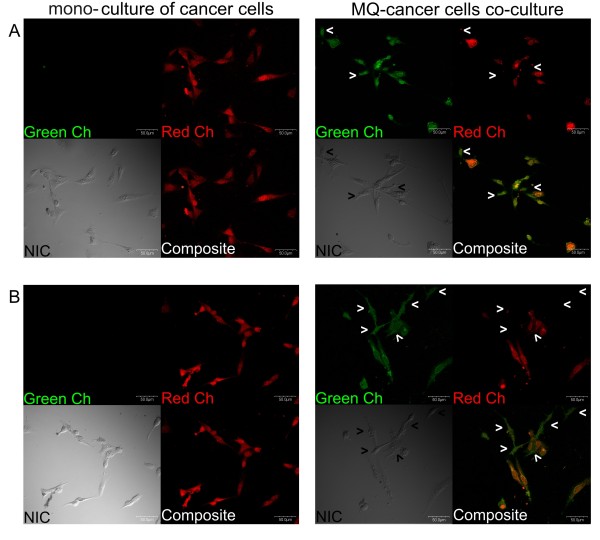
**Macrophage-specific antigens expression in cancer cells in the co-culture conditions**. Representative pictures obtained using confocal microscopy showing CD64 (**A**) and CD14 (**B**) expression (green fluorescence) in CMT-W2 canine mammary cancer cell line (stained using CMTMR) grown as a mono-culture (left panel) and as a co-culture with macrophages (right panel) for 72 hrs. Macrophages are marked by arrows. Cell imaging was performed by confocal laser scanning microscope FV-500 system (Olympus Optical Co, Germany). The cells were examined using the Fluoview program (Olympus Optical Co., Germany).

IHC analysis also confirmed acquisition of macrophage's marker by cancer cells after co-culture. The expression of CSF-1R antigen was significantly higher (p < 0.05) in all the cancer cell lines after co-culturing with macrophages (Figure 6, Table 7). Thus, the co-culture conditions induced or increased macrophage antigens expression by cancer cells.

**Figure 6:**
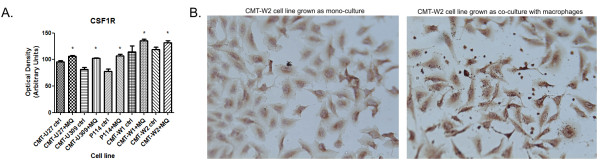
**CSF1R expression in canine mammary cancer cell lines in control conditions and after the co-culture with macrophages**. (**A**) The graph of mean optical density of CSF1R (and SD) in canine mammary cell lines (CMT-U27, CMT-U309, P114, CMT-W1 and CMT-W2) grown in control conditions (ctrl) and as a co-culture with macrophages (+MQ). (**B**) Representative pictures of CSF1R expression in CMT-W2 cell line (in control conditions and after co-culture with macrophages) obtained using Olympus BX60 microscope (at the magnification of 200×). The CSF1R is reflected as brown colour. Ten pictures in each slide were analyzed. The colorimetric intensity of the IHC-stained antigen spots was counted by a computer-assisted image analyzer (Olympus Microimage™ Image Analysis, software version 4.0 for Windows, USA) and the antigen spot colour intensity is expressed as mean pixel optical density on a 1-256 scale. The statistical analysis was performed using Prism version 5.00 software (GraphPad Software, USA). The unpaired *t*-test was applied to analyze the optical density in cell lines. p < 0.05 was regarded as significant and marked as *.

**Table 7:** CSF1R expression at protein level in canine mammary cancer cell lines

Cell line	CMT-U27 ctrl	CMT-U27 +MQ	CMT-U309 ctrl	CMT-U309 +MQ	P114 ctrl	P114 +MQ	CMT-W1 ctrl	CMT-W1 +MQ	CMT-W2 ctrl	CMT-W2 +MQ
Mean Optical Density (Arbitrary Units)	95.40	106.60	81.28	102.30	77.99	107.20	114.50	135.40	119.10	132.00

SD	4.99	2.23	5.59	1.35	5.82	4.12	15.77	4.86	6.34	4.87

The CSF1R expression in canine mammary cancer cell lines grown as mono-culture (ctrl) and as co-culture with macrophages (+MQ). Results are presented as mean optical density ± SD

### Migration assay

The wound healing assay showed that in all of the cancer cell lines the co-culturing with macrophages increased their migratory abilities (Figure 7). CMT-U27 cells grown with macrophages completely closed the wound (100%) in 6 hrs, whereas CMT-U27 control cells after 6 hrs closed 71.5% of the wound. Similarly, CMT-U309 and P114 cells (grown with macrophages) after 6 hrs almost completely closed the wound (99.2% and 99.9%, respectively), whereas control cells closed only 49% and 54% (respectively) of the wound. CMT-W1 cells grown with macrophages completely closed the wound after 4 hrs, whereas CMT-W1 control cells after 6 hrs (after 4 hrs 64% of the wound was closed). CMT-W2 cells grown with macrophages closed 80% of the wound after 6 hrs, whereas control cells closed only 52% of the wound.

**Figure 7:**
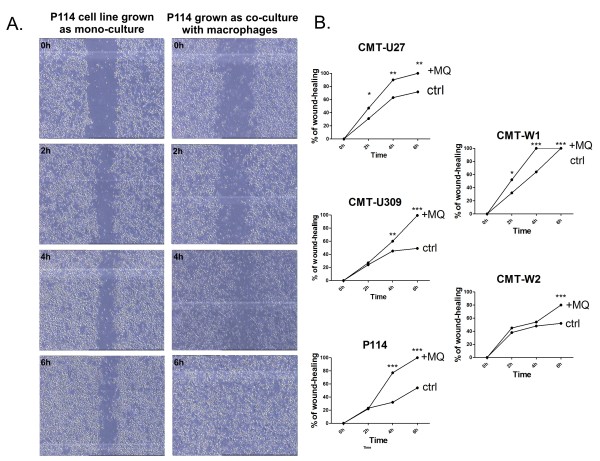
**Wound healing assay of canine mammary cancer cells grown in control conditions and as a co-culture with macrophages**. (**A**) Representative pictures of migration (wound closing) of P114 cell line grown as a mono-culture and co-culture with macrophages at 0, 2, 4 and 6 hrs after the scratch was made. (**B**) The graphs of % of wound closure after the 2, 4 and 6 hrs of migration. The pictures were taken using phase-contrast microscopy (Olympus). The statistical analysis was performed using Prism version 5.00 software (GraphPad Software, USA). The one-way ANOVA was applied to analyze the results. p < 0.05 was regarded as significant and marked as *, whereas p < 0.01 and p < 0.001 were regarded as highly significant and marked as ** and ***, respectively.

### Invasion assay and 3D culture

Invasion assay showed that not all of the cancer cells have migratory abilities. Only CMT-W1 and CMT-W2 control cells migrated throw the Matrigel (Figure 8A, B). The co-culturing of these cells for 72 hrs with macrophages significantly increased their migratory abilities (Figure 8A, B). The fluorescence intensity related to the CMT-W1 control cells migration was 17.57, whereas to the CMT-W1 cell line grown with macrophages was 38.08 (p < 0.001). The fluorescence intensity related to the CMT-W2 control cells migration was 38.00, whereas to the CMT-W2 cell line grown with macrophages was 80.75 (p < 0.05).

**Figure 8:**
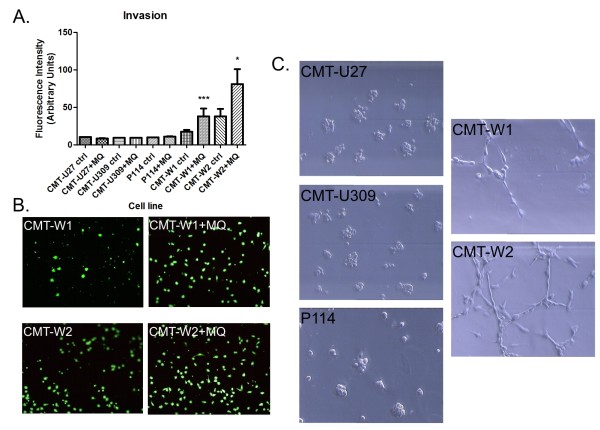
**Invasion of canine mammary cancer cell lines and growth characteristics in Matrigel matrix**. (**A**) The graph of fluorescence intensity related to invasion of canine mammary cancer cell lines (CMT-U27, CMT-U309, P114, CMT-W1 and CMT-W2) grown as a mono-culture (ctrl) and as a co-culture with macrophages (+MQ). The statistical analysis was performed using Prism version 5.00 software (GraphPad Software, USA). The unpaired *t*-test was applied to analyze the results. p < 0.05 was regarded as significant and marked as * whereas p < 0.001 was regarded as highly significant and marked as ***. (**B**) Pictures of highly invaded CMT-W1 and CMT-W2 cells (green fluorescence) obtained using Olympus BX60 microscope examined in control conditions and after co-culturing with macrophages. (**C**) Growth characteristics of CMT-U27, CMT-U309, P114, CMT-W1 and CMT-W2 cell lines (phase contrast micrographs) grown on Matrigel matrix for 24 hrs.

To confirm the ability of these cell lines to matrix invasion, we have assessed their growth characteristics on Matrigel matrix (Figure 8C). After 22 hrs of culturing (similarly as in the invasion assay) on Matrigel CMT-U27, CMT-U309 and P114 cell lines formed colonies, whereas CMT-W1 and CMT-W2 cell lines formed branching structures (Figure 8C) what indicated their invasive phenotype. The culture was maintained for 1 week, showing that after 5 days also P114 cell line formed slight branches.

## Discussion

It has been evident over the last few years that macrophages play an important role (via various factors) in tumour cell invasion of the normal surrounding tissues, cancer proliferation and metastasis to local and distant sites [19]. All the interactions within the tumour are intricately complex and a better understanding of them would require some further exploration of the underlying molecular processes.

In this article, we demonstrated that co-culturing of canine mammary cancer cells and macrophages initiate a dynamic 'chemical conversation' between the tumour cells and macrophages. They also start to behave as one organism. Many of the previous studies have been conducted using cancer cells and macrophages grown without direct contact in trans-well inserts or modified Boyden chambers [10], however there are also very few reports on direct co-culturing of macrophages and cancer cells [20-22]. Despite that direct co-culturing of macrophages and cancer cells (with cell-cell contact) can be a good experimental model, because it reflects *in vivo *conditions more vividly (where all the cells have direct contact) than co-culturing where the cells can contact via soluble factors only, direct co-culturing brings about the risk of macrophages contamination by cancer cells owing to macrophages taking up fragments of cancer cells. To assess the possible risk of artificial sorting of macrophages (that digested red-stained cancer cells) as cancer cells (CMTMR-positive group) we checked our post-sort population using fluorescence microscopy (no red-stained cells in macrophages tube and no unstained cells in cancer cells tube have been seen, data not shown). Our co-culture has also been assessed using confocal microscopy (Figures 5 and 9). It showed that cancer cells were perfectly bright stained with CMTMR (whole cytoplasms was regularly red-stained). These cells also showed green-stained pattern due to the macrophages-specific antigen expression. Thus, we confirmed that we sorted the population of cancer cells showing macrophages-specific antigens. We have also observed very few macrophages with very small amount of red dye in their phagosomes which probably were digested fragments of cancer cells (Figure 9), but we observed attentively only the macrophages without any red dye. During cell sorting we only took cells with high PerCP-Area red-signal (Figure 1F) and gated for sorting only the high-positive cancer cells as opposed to macrophages with low signal. Even if some macrophages happen to have red dye in phagosome, they would have been somewhere between these two gates or qualified as macrophages. Bearing in mind that the possibility of contamination of macrophages RNA samples by cancer RNA is even less, as macrophages produce ribonucleases [23] that immediately degrade any digested (unstable) RNA molecules. Moreover, the possibility that macrophages can take up cancer cells during *in vitro *culturing is as likely as in a naturally occurring tumour *in vivo*, but researchers run a risk because the problem is extremely interesting and requires investigation [24,25].

**Figure 9:**
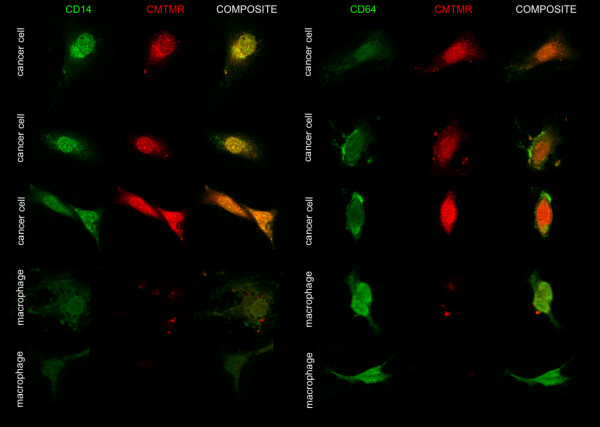
**Co-cultured cells staining characteristics**. Pictures of representative cells (canine mammary cancer cells and macrophages) obtained using confocal microscopy showing CD14 and CD64 expression (green fluorescence) and red-stained cytoplasms of cancer cells (stained using CMTMR) grown as a co-culture for 72 hrs. Cell imaging was performed by confocal laser scanning microscope FV-500 system (Olympus Optical Co, Germany). The cells were examined using the Fluoview program (Olympus Optical Co., Germany).

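The change was compared between the cell types by a limma test of the difference between the 5 ratios of the cancer cells and the 5 of the macrophages. Of 24785 genes, 7957 differed at an adjusted p under 0.05, and 5931 of these had mean ratios of opposite sign, 3333 up in cancer cells and down in macrophages. Choosing genes by this difference favours opposite signs. Of 1861 genes called in each cell type on its own, 729 went opposite ways, 233 were up in both and 899 down in both. Across genes the mean ratios of both populations had a Pearson r of -0.10 and a Spearman rho of 0.04, and genes are not independent replicates. The Pearson r was 0.06 with median centring. With the slide as a fixed block, a choice made after seeing the data, limma called 0 genes, against 3448 at an unadjusted p under 0.05. Most slides held a single cell type, and the slide as a random block gave 9497.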

The present microarray analysis of five various canine mammary cancer cell lines and canine macrophages grown together, revealed significant changes in genes expression in comparison to the same cells grown as mono-cultures.

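Macrophage-specific genes, at least 16-fold higher in mono-cultured macrophages than in mono-cultured cancer cells over the other 4 lines, were followed in each line. In the co-cultured cancer cells they stood at 73.6% of their level in mono-cultured macrophages for CMT-U27, 15.2% for CMT-U309, 6.9% for P114, 4.11% for CMT-W1 and 11.3% for CMT-W2. In the mono-cultured cancer cells they stood at 0.77% to 3.09%. These levels come from single channels of different arrays, averaged over both dyes. CD14 and CSF1R were not analysed here.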

Under co-culture conditions the cancer cells express the macrophages-specific antigens, e.g. CD14, CD64, CD163, CSF1R (Table 3, Figures 5, 6 and 9). According to subject literature, CD163 is expressed not only by normal monocytes/macrophages but also by neoplasms [26,27]. CD163-positive cancers had more severe histological aberrations due to genomic instability. Thus, it is hypothesized [26] that tumour cells express atypical genes (specific for macrophages) due to genomic instability. This may be caused by the presence of various proteins secreted by macrophages and changes induced by them on the microenvironment. Another theory explaining why cancer cells may exhibit myeloid cells-specific antigens is that the cells fuse, forming hybrids that adopt phenotypic features of both parental cells [28]. Cancer cells may fuse spontaneously with several types of somatic cells [29-32]. Some authors suggest that the result of cancer-myeloid cell fusion is the hybrid with a metastatic phenotype [33-39]. The tumour cells that express myeloid antigens may also exhibit other phenotypic characteristics of macrophages, such as capabilities of cell rolling, spreading, dissociation, diapedesis, migration and matrix invasion. The metastatic cancer cells have all these capacities because the process of metastasis requires a coordinated steps promoting angiogenesis, controlling adhesion, proteolysis and motility. Our confocal imaging and IHC examination has proven that under co-culture conditions expression of macrophages markers (CD14, CD64, CSF1R) in almost all of the cancer cells was initiated. Moreover, migration and invasion assays showed that the presence of macrophages in cancer microenvironment triggers migration in all of the cancer cell lines. The co-culturing of macrophages increased invasion in the cell lines that show high invasive abilities in control conditions. The ability of CD163 receptor (and perhaps other macrophage-specific antigens) to trigger the production of pro-inflammatory mediators [40,41] may be a key factor that brings changes to the cancer cell biology and stimulates it to cytokines/chemokines/growth factors production for further myeloid cell attraction.

Our microarray analysis of cancer cells grown with macrophages revealed the over-manifestation of genes activity which are involved in macrophages-cancer cells 'conversation'. We found up-regulation of the highly potent macrophage attracting factors: CCL2 (MCP-1), CCL3 (MIP-1α), CCL4 (MIP-1β) and CCL5 (RANTES) as well as CCR5 in cancer cells grown as co-culture with macrophages. Recent studies have demonstrated that CCL2 acts directly (via CCR5) in an autocrine manner on several human carcinomas regulating the migration and invasive properties of tumour cells [42,43]. Furthermore, CCL3-CCR5 axis can increase the MMP-9 expression contributing to angiogenesis, ECM degradation and metastasis. 

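MMP9 had a mean log2 ratio of 3.09 ± 0.86 (SD, n = 5 lines) in the co-cultured cancer cells, with an adjusted p of 0.00429 from limma. The adjusted p stayed between 0.000148 and 0.0435 over the alternatives of normalization, lines left out, dye term and shared fit. With the methods' t-test no gene with a symbol passed in the cancer cells, MMP9 included.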

Our gene expression analysis seems to support both hypotheses, as besides CCL2, CCL3 and CCR5 up-regulation, we also observed increased expression of MMP-9 in cancer cells grown under co-culture conditions with macrophages.

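In the co-cultured macrophages CD163 had a log2 ratio of -5.45 ± 2.85 (SD, n = 5 co-cultures, adjusted p = 0.00316 from limma). It was lowered in 5 of 5, from -8.61 with CMT-W1 to -1.78 with CMT-U309. The ratios of C5AR1, CD86 and FCGR1A were -5.73, -3.66 and -3.97.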

We found down-regulation of the pro-inflammatory CD163 in macrophages grown as co-culture with cancer cells. 

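Among the macrophages' chemokine receptors, CCR1 had a log2 ratio of -3.36 ± 0.91 (SD, n = 5 co-cultures) and was lowered in 5 of 5 (adjusted p = 0.000441 from limma). CXCL10 rose by 4.28 ± 0.72 (adjusted p = 0.000122). The mean of CCL2 was -1.87 ± 2.69. Its adjusted p was 0.0497 to 0.319 over the alternatives of normalization, lines left out, dye term and shared fit. It was lowest where both cell types shared one estimate of spread.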

We also found down-regulation of several key inflammation cytokines and macrophage activators, such as: CCL2, CCL13, CCR1, and CCR5; whereas up-regulation of other inflammation cytokines: CXCL10, CSF-2. Decrease of the expression of these genes in macrophages grown with cancer cells as co-cultures may be induced by hypoxia. Down-regulation of CCL2, CCR1 and CCR5 genes in macrophages under hypoxic conditions has been demonstrated by various authors [44-46]. This phenomenon has a biological explanation, as decrease of CCL2, CCR1 and CCR5 expression inhibits chemotaxis signalling what in turn prevents TAMs from leaving hypoxic areas [47] and triggers their angiogenic effect (e.g. by CXCL10 chemokine). 

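HIF1A and VEGFC were not analysed here. A list of hypoxia-induced genes written before the data were examined (7 tested in each cell type) had a mean log2 ratio of 0.41 in the co-cultured cancer cells (adjusted p = 0.171 by camera and 0.113 by fry) and of 1.53 in the co-cultured macrophages (adjusted p = 0.0373 by camera and 0.00191 by fry). In the macrophages the adjusted p stayed under 0.05 with each line but CMT-U27 left out and without a filter on dim probes, and it was 0.0722 with normexp and loess, 0.171 with median centring, 0.062 with the 20th percentile filter, 0.0613 without CMT-U27 and 0.384 with an estimated correlation. Of the 7 genes, 5 were called in the macrophages over all genes and 5 adjusted over the list alone, and 0 in the cancer cells either way by limma. From the lowered chemokine and receptor genes of the macrophages, the paper proposes that hypoxia may be their cause.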

Up-regulation of HIF-1 in cancer cells may indicate hypoxic conditions in co-culture (similarly as in tumour). Hypoxia additionally regulates angiogenesis by up-regulating VEGF-C in cancer cells and it initiates their epithelial-mesenchymal transition (EMT) [48].

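CSF2 rose in the macrophages of 5 of 5 co-cultures, with a log2 ratio of 4.31 ± 1.39 (SD, n = 5, adjusted p = 0.000604 from limma), and in the cancer cells of 5 of 5 lines, with 4.06 ± 1.59 (adjusted p = 0.00996, and 0.0677 with normexp and loess). The ratios of both populations did not differ (macrophages minus cancer cells 0.25, adjusted p = 0.840). CSF3 was not analysed here.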

Our gene expression analysis also revealed up-regulation of CSF-2 (GM-CSF) in macrophages grown as co-culture with cancer cells and CSF-2, CSF-3 and CSF1R up-regulation in cancer cells grown together with macrophages. CSFs are potent factors regulating the survival and differentiation of macrophages being their chemoattractants [49]. The CSF-1R expression in normal mice and humans is limited to macrophages [49]. However, in many tumours CSF-1R and CSFs are also expressed in cancer cells. CSF-1R expression at protein level was also confirmed in this study (Figure 6). For example, co-expression of CSF-1 and its receptor can be found in 50% of late stage breast and 70% of endometrial cancers [50,51]. During the course of our previous studies we found the CSF-1R expression in canine mammary cancer cells (Figure 10), as well as in tumour-associated macrophages [52]. The results of the studies of Kirma et al. [53] suggest that the CSFs might have an autocrine role through CSF1R in epithelial tumour cells promoting their invasiveness into the surrounding matrix [54,55].

**Figure 10:**
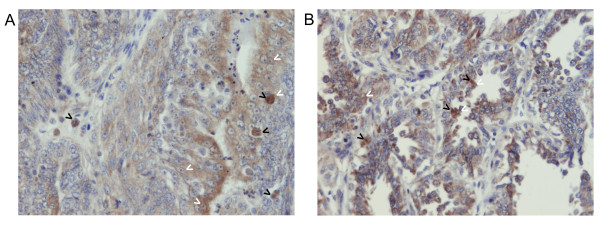
**The expression of CSF1R and CD14 in canine mammary cancer tissues**. Pictures obtained using Olympus BX60 microscope (x200) showing CSF1R (**A**) and CD14 (**B**) expression in canine mammary cancer tissues. These macrophage-specific antigens were detected not only on the monocytes/macrophages, but also on the cancer tissue (reflected as brown colour). Black arrows indicate macrophages, whereas white arrows indicate brown-coloured cancer cells. Tissue sections were stained using rabbit polyclonal CSF1R antibody and rabbit polyclonal CD14 antibody (both obtained from Abcam, United Kingdom). For the staining the EnVision kit (Dako, Denmark) was used (Labelled Polymers consist of secondary anti-rabbit antibodies conjugated with the Horseradish peroxidase HRP enzyme complex). To develop the coloured product, the 3,3'-Diaminobenzidine (DAB) substrate was used. Finally, the haematoxylin was used for nuclei counterstaining. The tissue details, procedure, and results have been described previously [20].

All genes given above are important to entrap macrophages in malignant tumours [56].

In macrophages grown as co-culture with cancer cells expression of three ligands of Wnt pathway increased significantly: Wnt5b, Wnt7a and Wnt7b. Although the Wnt activation has been described by many authors in various cancer cells [57,58], only one study, so far [5], described the Wnt activation in macrophages taken from mice tumours. The authors described mechanism, by which macrophages stimulate Wnt signalling pathway in vascular endothelial cells by Wnt7b. This signalling cascade eventually results in the vascular remodelling. Thus, the new hypothesis is proposed, that the subpopulation of macrophages, modulating Wnt-signalling is located along the tumour vasculature to regulate endothelial cells proliferation and apoptosis [5].

## Conclusions

Based on the results of hereby study and the available literature we conclude that the presence of macrophages in the cancer environment induces expression of macrophage-specific antigens in cancer cells. It may be caused by macrophage-cancer cell fusion or may be induced by chemokines. This macrophage-specific gene expression induces production of the pro-inflammatory mediators by cancer cells, that stimulate not only further monocytes recruitment from blood vessels and their differentiation into adult macrophages, but also cancer migration and angiogenesis (Figure 11). Moreover, we have showed that the presence of macrophages increases cancer cells migration and invasion. Thus, we suppose that gaining the macrophages phenotype by cancer cells constitutes one of the most important elements that increase their possibility to metastasize. Moreover, the 'cross-talk' between these cells leads to up-regulation of Wnt genes in macrophages increasing new vessels formation.

**Figure 11:**
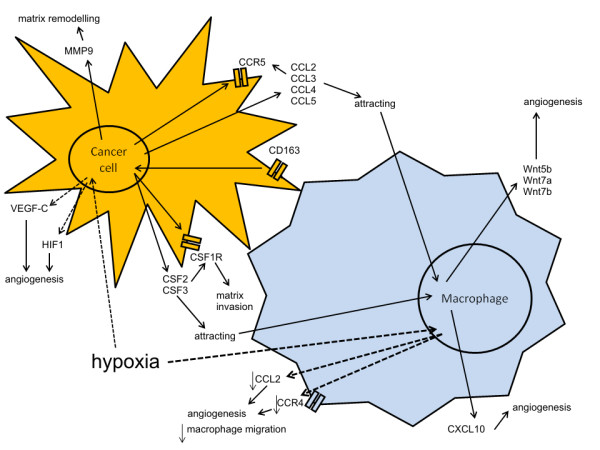
**Scheme of possible interactions between cancer cells and macrophages**. The scheme of possible interactions between the up/down-regulated genes in canine mammary cancer cell lines and macrophages. Abbreviations: CCL2, C-C motif chemokine 2; CCL3, C-C motif chemokine 3; CCL4, C-C motif chemokine 4; CCL5, C-C motif chemokine 5; CCR4, C-C chemokine receptor 4; CCR5, C-C chemokine receptor 5; CSF2 & CSF3, Colony stimulating factor 2 & 3; CXCL10, C-X-C motif chemokine 10; HIF1, Hypoxia inducible factor 1; MMP9, Matrix metalloproteinase-9.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

MK research design, experimental design, FACS analyses and cell sorting, migration assay, manuscript and figures preparation, KP microarray analyses, real-time qPCR experiments, KM invasion assay, immunohistochemistry, MG confocal microscopy analyses, 3D culture, AM microarray analyses, TM manuscript preparation. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

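Canine mammary cancer cells of 5 lines and canine macrophages were cultured together for 72 h and sorted, and each sorted population was compared with the same cells in mono-culture on 20 two-colour Agilent arrays. The 2 arrays of a dye-swap pair hold the same pair of RNAs and count as 1 replicate, so each cell type has 5 replicates, 1 per line. No column was without a sample.

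The authors deposited the scanner output of each array as written by Agilent's Feature Extraction software. Its intensity columns hold the spot signals on a linear scale, as median, background and processed signals, and the authors' log10 ratio column holds red (Cy5) over green (Cy3) after background correction and linear and lowess dye normalization. Other columns of the deposited tables mark spots well above background, saturated spots and outlier spots (0 or 1). The authors also deposited a table of values per array, which equals this log10 ratio up to its sign within 0.0001, so an alternative on that table gave the same counts. Probe names were matched to symbols through a gene table of the assembly UU_Cfam_GSD_1.0, which named 1648 of 43603 probes; the array design is of another build, so no coordinate is given.

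From the deposited ratio, a log2 ratio of co-culture over mono-culture was computed for each array and averaged over each dye-swap pair. limma (version 3.58.1, R 4.3.3) fitted an intercept per cell type, with the p-values adjusted by Benjamini-Hochberg over the genes tested, and a difference of group means between cell types. Gene lists were tested with limma's camera on the genes measured in all 5 co-cultures, with fry and an estimated correlation beside it. Levels per channel came from the processed signals after Aquantile normalization. Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6 read the files. On simulated arrays with the spread of the real ones, a dye bias per gene and 200 genes changed 4-fold or 16-fold among 23539, the cancer cell test called 72.5% of the changed genes, with 8.2% of its calls false; for the macrophages, over 23898 genes, these were 74.5% and 6.3%. For the difference between cell types, with 380 changed genes of 22652, they were 71.6% and 6.8%. The real tests called far more genes (3109 in cancer cells and 11941 in macrophages), and the simulated genes varied independently. These rates therefore need not hold for the real calls.

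The 2 populations sorted from one co-culture share the cell line, so they are paired by design. The correlation across genes of their deviations from the group means was 0.08 for CMT-U27, 0.50 for CMT-U309, 0.22 for P114, 0.28 for CMT-W1 and 0.10 for CMT-W2, against -0.39 to 0.14 between different co-cultures.

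Where values were set beside the tables of the study, spots with an outlier mark were kept. The genes named are those of the paper's text and tables and, in each cell type, the 5 highest and 5 lowest ratios among genes with a symbol that passed the threshold and went the same way in all 5 co-cultures, apart from genes that are not reported here. Choices made before the data were examined were the tests, the alternatives (other background correction and normalization, filters, single dye orientations, every probe on its own, 10 arrays with a dye term, the slide as a random block, one fit for both cell types, the methods' t-test, other thresholds, and each line left out) and the lists: chemokine ligands and receptors, collagens, hypoxia-induced and interferon-stimulated genes, lymphocyte, macrophage and epithelial markers, ribosomal proteins and Toll-like receptors. The upper and lower limits of 100 and 20 in the methods have no stated unit and were read as a percentile only as an alternative. The PANTHER pathways were not recomputed, since that annotation was not used here.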

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

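The tests of the slide, of low signal, of the CMT-U27 labels and of turned labels by line deviations and by the likeness of the macrophages were chosen only after the result was seen; the tests of carried-over RNA on macrophage-specific genes, of turned labels by macrophage markers, of dye bias and of other splits were set before.

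The change differed between the cell types for 7957 genes, by a test of the difference itself. Of the 37 genes named in the text, 29 were among them. The difference, macrophages minus cancer cells on the log2 scale, was -6.72 for CCL2, -3.95 for CCL3, -3.41 for CCL4, -3.89 for CCL5, -11.34 for CD163, -9.45 for FCGR1A (adjusted p from limma under 0.05 for each), -7.30 for CD80, -7.97 for CD86, -10.71 for C5AR1, -4.82 for MMP9, -8.41 for TLR2, -6.66 for TLR4, -7.11 for CXCL8, -7.79 for PTGS2, -8.85 for CTSS, -5.65 for ADGRE1, -6.54 for CCL13, -6.39 for CCR1, -2.96 for IL18, -5.46 for MYH7, -7.46 for CD209 and -7.11 for IL1B. It was 3.39 for SLC5A3, 7.17 for CAV1, 4.88 for ABCC5, 5.68 for SERPINH1, 6.11 for RHPN2, 5.61 for MYC and 3.49 for FZD6. For ABCC5 and RHPN2 the macrophage mono-culture was below background, so these fitted values are no bound. The cancer cell mono-culture was well above background on 1 of 10 arrays for CD80 and on 3 for CCR1 and IL1B. It was so on 4 for CD163, C5AR1, TLR2 and ADGRE1, so the differences of all these genes are uncertain in size. Dye bias is argued against by the dye-swap correlations, of which the lowest was 0.71. Of 100 splits of the 10 values into 5 and 5, the real one included, 1 gave as many genes, so chance can be excluded. Slide and scan day are argued against as the whole cause: of the 5909 genes measured on the slide that held both cell types, out of 5912 called without it, 93.7% went the same way on it. That slide held 1 co-culture of each cell type, and with the slide as a fixed block limma called 0 genes, with 3448 at an unadjusted p under 0.05, while the slide as a random block gave 9497.

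Co-culture and mono-culture labels turned round are argued against for the macrophages. Across genes the macrophages labelled mono-culture were alike on all arrays, with correlations of 0.978 to 0.990, and those labelled co-culture differed, with 0.787 to 0.931, where turned labels would need co-cultures with 5 different lines to be more alike than mono-cultures. A test on line deviations did not decide: the deviation of each mono-cultured line from the others correlated with that of the macrophages on the arrays of its co-culture at a mean of 0.45 for those labelled co-culture and 0.16 for those labelled mono-culture (exact permutation test, one-sided p = 0.00833 for each, the smallest that 120 assignments allow). Turned labels of the cancer cells are argued against, though not excluded. The mono-cultured macrophages exceeded the mono-cultured cancer cells in all 6 macrophage markers measured, by at least 3.54 on the log2 scale, but this is positive whichever way the labels run. In 5 of 5 lines the cancer cells labelled co-culture correlated more with the sorted macrophages of their co-culture (0.84 to 0.98 across genes) than those labelled mono-culture did (0.80 to 0.93). In 5 of 5 lines they also correlated more with mono-cultured macrophages (0.60 to 0.90, against 0.56 to 0.78 for those labelled mono-culture). Turned labels would need lines grown alone to be more like macrophages than the same lines grown with them. These values argue against turned labels, but do not exclude them, since it is the direction of the change in co-culture that is in question.

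RNA carried over between the sorted populations is a candidate explanation that the tables leave open. The rise of macrophage-specific genes goes with it, while their levels do so only in part. Macrophage-specific genes, at least 16-fold higher in mono-cultured macrophages than in the other 4 lines and outside the tables and gene families of the study, are data the paper does not discuss. Their median log2 ratio in the co-cultured cancer cells was 4.09 in CMT-U27, 3.42 in CMT-U309, 3.12 in P114, 1.69 in CMT-W1 and 4.02 in CMT-W2, and between 81.0% and 98.3% of them were up. Genes chosen as low in the lines have little room to fall, so the share that rose is partly set by the choice, while they could have stayed near 0. Expression induced in the cancer cells or cell fusion, which the paper proposes, was not tested apart from it. In the mono-cultured lines these genes stood at 0.77% to 3.09% of the macrophage level, and in the co-cultured cancer cells at 73.6%, 15.2%, 6.90%, 4.11% and 11.3%. In the sorted macrophages, in the same order, they stood at 22.6%, 33.5%, 7.08%, 9.28% and 11.6%. The cancer cell level was clearly below this source in CMT-U309 and CMT-W1 and nearly equal in P114 and CMT-W2. In CMT-U27, as labelled, it was above, which RNA carried over from these macrophages alone does not give.

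A single line lay far from the other 4 in 3 of 46 groups of 5 ratios, where chance gives about 1 in 20. CD163 and CD80 in the cancer cells were low in CMT-W1, at 2.11 and 2.13, and COL1A1 in the macrophages was high with CMT-U309, at 2.95. Without CMT-U309 the mean of COL1A1 was -0.28, and it did not pass in either case. A low signal on the CMT-W1 array pair could lower its ratios; it was the line set apart in 2 genes of the cancer cells, and the low signal and a smaller change in that line cannot be told apart, since no other array pair measured it.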

How the results depend on the processing

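The slide and the scan day as fixed blocks, outlier spots kept, a mean log2 ratio of at least 3, the tests on genes above or below both mono-cultures and on the match of the macrophage change to its line, and the alternatives for the macrophage-specific genes were chosen only after the results were seen.

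No result named here changed direction past its threshold under any alternative run. The number of genes changed in the co-cultured cancer cells, 3109, depended on the processing. It was 58 with normexp and loess (49 up, 9 down), 1803 without a filter on dim probes, 1944 with the co-culture in Cy5 only, 7536 with the slide as a random block and 7 with the methods' t-test, against 2395 genes at an unadjusted p under 0.05 in that test. With normexp and median centring it was 2158, of which 88.7% were up against 48.5%, and the median log2 ratio of all genes moved to 0.19. With each line left out it ranged from 470 (without P114) to 2397 (without CMT-W1). All 58 genes were among the 3109. The cause was not tested.

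The 193 genes meeting the study's criteria in cancer cells became 25 with normexp and loess, 49 with median centring, 115 with the 20th percentile filter, 320 with the co-culture in Cy3 only, 6 with the methods' t-test and 55 at a log2 ratio of at least 3 on each array. The 184 of them that rose became 302 at a mean log2 ratio of at least 3, and the 9 that fell became 7. With a line left out the count was 200 to 381 (without CMT-W1), where fewer arrays must pass. In the macrophages 11941 changed genes became 6566 with median centring and 9064 to 12543 with a line left out. The 1247 meeting the criteria became 400 with normexp and loess, 151 with median centring, 212 at a log2 ratio of at least 3 on each array and 1382 to 1648 with a line left out.

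The 7957 genes that differed between the cell types became 4209 with median centring, of which 21.2% were higher in macrophages against 46.4%, 2068 with the scan day as a fixed block and 0 in limma with the slide as a fixed block (3448 at an unadjusted p under 0.05; 9497 genes with the slide as a random block). A line left out gave 5451 to 7116. With the co-culture as a replicate block the count was 8483, of which 7361 were among the 7957.

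Of the lists in cancer cells, 4 passed; 2 passed with median centring, 0 by camera with an estimated correlation (1 at an unadjusted p under 0.05, and 5 under fry), and 4 with any line left out. In the macrophages 3 passed, 6 under fry, 0 by camera with an estimated correlation (also 0 at an unadjusted p under 0.05), and 2 (without CMT-U27) to 5 (without CMT-W1 or CMT-W2) with a line left out. The median dye-swap correlation, 0.92, was 0.83 both with median centring and without a filter. The correlation across genes between the changes of both cell types, -0.10, depended on the processing in its sign: it was 0.06 with median centring, 0.0013 with the 20th percentile filter, -0.03 with normexp and loess and -0.18 to -0.02 with a line left out. For the co-culture with CMT-U309 alone it was 0.35.

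The line-matched difference, 1.26 (exact permutation test, two-sided p = 0.0667 over 120 assignments), was 1.66 with normexp and loess (exact p = 0.025), 1.48 with median centring (exact p = 0.0333) and 1.03 at 4-fold (exact p = 0.025). With a line left out it was 0.71 (without CMT-U27, exact p = 0.333) to 1.91, and it passed without CMT-U309 or CMT-W2 (exact p = 0.0417 for each). The median over the lines of the median log2 ratio of the macrophage-specific genes in cancer cells, 3.42, was 2.98 with normexp and loess, 3.21 with median centring and 2.75 at 8-fold. The match of the macrophage change to its line, 0.43, was 0.31 to 0.49 with a line left out. The 39 genes above both mono-cultures in both populations became 2 with normexp and loess and 7 (without P114) to 42 (without CMT-W1) with a line left out. Of the genes lowered in both, 13.9% (110 of 791) were below both. This became 33.3% with normexp and loess (1 of 3), and with a line left out 3.86% (without CMT-U309) to 41.7% (of 741, without CMT-W1), with 1 of 10 without P114.

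Of the 46 named results per gene, 18 lost their call with normexp and loess and 8 with median centring, 17 of the 18 in cancer cells. With the methods' t-test no gene with a symbol passed in the cancer cells. CMT-W1, with the lowest signal over background (40.8% of spots well above background in one mono-culture channel), limits what its ratios can show.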

Differences from the paper's values

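Only the matching of listed values to mean log2 ratios, with outlier spots kept, and the look at other probes of a gene were chosen after the values were seen. The paper's fold changes match the mean log2 ratio for most genes, so both are given on the log2 scale.

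In the cancer cells 184 genes rose under the study's criteria over all genes tested, where the paper reports 43; of the alternatives set before the data were examined, median centring (49) and a log2 ratio of at least 3 on each array (54) came within 1.5 times, and no other of the 19 did. With a symbol there were 34. For genes lowered the count was 9 against the paper's 4; of 19 alternatives only the 20th percentile filter (6) came within 1.5 times. Among genes with a symbol 1 was lowered against the paper's 4, and only the arrays with the co-culture in Cy3 (3) came within 1.5 times. In the macrophages 782 genes rose against the paper's 30 and 465 fell against the paper's 25, and none of 19 alternatives closed either gap; with a symbol, 30 rose and 24 fell.

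For ATP6V0E1 in cancer cells the log2 ratio was 2.28 and the paper's value is 3.83; only median centring was within the spread over the lines. COX17 was 2.38 against the paper's 3.38, again within the spread only with median centring. CXCL8 was 7.67 against the paper's 5.6, with none of 10 alternatives within it; another probe of CXCL8 gave 5.60. NPC2 was 2.34 against the paper's 3.34, within it only without CMT-U309. SLAMF1 was 2.34 against the paper's 3.35, within it without CMT-U309, without CMT-W1 and without CMT-W2 only. SLC5A3 fell by 2.17 against the paper's decrease of 3.17 and MSX2 fell by 2.06 against the paper's decrease of 3.06, with none of 10 within it. In macrophages COL1A1 was 0.37 against the paper's 3.15 and IL18 fell by 1.47 against the paper's decrease of 3.47, with none of 10 within it; another probe of COL1A1 gave 3.11. UACA was 3.65 against the paper's 4.87, within it only without CMT-W2; another probe of UACA gave 4.87. The paper's values of COX17, NPC2, SLAMF1, SLC5A3 and MSX2 are larger in size than the mean log2 ratio by 1 within 0.015.

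The paper lists CCL2, IL1B and MMP9 as lowered in macrophages, and their adjusted p here was 0.117, 0.0636 and 0.0859. One fit for both cell types called CCL2 (0.0497) and MMP9 (0.0376), leaving out CMT-U309 called MMP9 (0.0324) and IL1B (0.0337), leaving out CMT-U27 called IL1B (0.0421), and 10 arrays with a dye term called IL1B (0.0229). Another probe of MMP9 had a log2 ratio of -3.61, which is the paper's value. The paper states that the changed genes were common to each line at 3-fold or more; 19 of the 41 matched genes of Table 2 and 21 of the 44 of Table 3 did not meet this with the p thresholds.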

Other observations

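The tests on correlations of levels and of line deviations across all genes, on genes above or below both mono-cultures and on the CMT-U27 labels were chosen only after the result was seen; the line-specific test, the hypoxia list and the sign patterns were set before.

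Cancer cell RNA in the sorted macrophages was tested first on genes that 1 line alone expressed, at least 8-fold above the others and the macrophages. They rose more in the macrophages of the matching co-culture, by 1.26 on the log2 scale as the mean of the 5 lines, but the exact permutation test did not pass (two-sided p = 0.0667), and without CMT-U27 the difference was 0.71. Of the 66 genes 48 were specific to CMT-U27, where the difference was 2.45, and 12 to CMT-W1, where it was 1.74. The other lines had 2 genes each, with 1.23 for CMT-U309, 1.28 for P114 and -0.40 for CMT-W2. This planned test leaves the explanation open. A second measure, chosen after that result, correlated across genes each line's deviation in mono-culture with the deviation of its macrophages' change: the mean was 0.43 for matching and -0.10 for other pairs (exact permutation test, one-sided p = 0.00833, the smallest that 120 assignments allow). Having been picked on the same data, it is weaker evidence than its p. The levels of the mono-cultured macrophages on the same arrays also matched the line, at a mean of 0.16, against 0.45 for the co-cultured macrophages. Both were read from the same spots, so the smaller match does not decide for or against carried-over RNA. Carried-over RNA remains a hypothesis.

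The levels of the 2 populations sorted from one co-culture correlated across genes at 0.93 on average, against 0.81 for populations of different co-cultures (exact permutation test, one-sided p = 0.00833, the smallest possible), which may reflect RNA carried over or cells of both types responding alike to the same flask. Genes at least 16-fold higher in one line than in macrophages stood in the co-cultured macrophages at 106%, 91.6%, 87.0%, 47.3% and 26.7% of the level of mono-cultured CMT-U27, CMT-U309, P114, CMT-W1 and CMT-W2 cells.

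Carried-over RNA alone cannot raise a gene above both mono-cultures in both populations, or lower it below both. Of 223 genes raised in both and measured in all cultures, 39 were above both at an adjusted p under 0.05, among them CSF2 (by 3.14 on the log2 scale) and IL6. The size is not given for IL6, which was well above background on 4 of 10 arrays of the mono-cultured cancer cells and 2 of 10 of the mono-cultured macrophages. Of 791 genes lowered in both, 110 were below both, with 1 at normexp and loess and 1 without P114. The number of raised genes depended on the processing, with 2 at normexp and loess and 7 without P114, although all 39 had a mean above 0 with loess. A response to the co-culture is a hypothesis for IL6 and CSF2, found and tested on the same arrays.

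In CMT-U27 the sorted cancer cells resembled mono-cultured macrophages (r = 0.90 across genes) more than mono-cultured CMT-U27 (0.83), and the sorted macrophages resembled mono-cultured CMT-U27 (0.87) more than mono-cultured macrophages (0.81). The second of these is not particular to CMT-U27: it also held in CMT-U309 (0.85 against 0.83), P114 (0.93 against 0.80) and CMT-W1 (0.80 against 0.79), and not in CMT-W2. The first held in CMT-U27 alone. Exchanged labels of these populations are a candidate explanation. After the exchange, the cancer cell change in CMT-U27 correlated with the other lines at 0.63, against 0.69 as labelled, and the macrophage change at 0.69 against 0.80. For CMT-U309 the same exchange raised the cancer cell value, from 0.57 to 0.60, so the test separates the cases poorly. Other values go with an exchange. Macrophage-specific genes stood at 22.6% of the level of mono-cultured macrophages in the sorted macrophages of CMT-U27, against 73.6% in its sorted cancer cells, while in the other 4 co-cultures they were higher in the sorted macrophages, by little in P114 (7.08% against 6.90%) and CMT-W2 (11.6% against 11.3%). Genes specific to the cancer cells stood at 26.8% of the level of mono-cultured CMT-U27 in the sorted cancer cells, against 106% in the sorted macrophages, and were also higher in the sorted macrophages of CMT-U309 (91.6% against 74.7%) and P114 (87.0% against 82.1%). Mixing in which most of the RNA came from the other population would give such values too, so an exchange and heavy mixing cannot be told apart.

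Hypoxia in the co-culture was tested with a list set in advance. It was not raised past the threshold in the cancer cells (camera, adjusted p = 0.171) and was raised in the macrophages, so the test does not decide.

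The other lists set in advance were tested by camera over all lists of a cell type, on the genes measured in all 5 co-cultures. In the cancer cells the macrophage markers had a mean log2 ratio of 3.56 (adjusted p = 6.69e-05), the chemokine receptors 1.04 (0.394, and 0.0252 by fry), the collagens 0.32 (0.394), the lymphocyte markers 0.93 (0.227) and the ribosomal proteins 0.59 (0.165). In the macrophages the macrophage markers had -3.14 (0.0105), the ribosomal proteins 3.08 (0.00301), the collagens 0.59 (0.349), the lymphocyte markers -0.06 (0.573) with a median of -0.64, the interferon-stimulated genes -0.81 (0.274, and 0.0295 by fry) and the Toll-like receptors -1.73 (0.101, 0.0109 by fry and 0.0332 without CMT-W2). The epithelial markers had a mean of 0.77 and a median of -0.23 (0.66). No call was kept by camera with an estimated correlation.

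With 5 values there are 16 sign patterns, and in each cell type 1 of 16, the real one, gave as many changed genes; so few patterns cannot exclude chance. Mono-cultured CMT-U309 and P114 had levels correlated at 0.97 across genes, where the other pairs of lines had 0.61 to 0.89.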
